# Slit2 Protects Hearts Against Ischemia-Reperfusion Injury by Inhibiting Inflammatory Responses and Maintaining Myofilament Contractile Properties

**DOI:** 10.3389/fphys.2020.00228

**Published:** 2020-03-27

**Authors:** Xiang Li, Shuang Zheng, Weijiang Tan, Hongqi Chen, Xiaohui Li, Jian Wu, Ting Luo, Xuecong Ren, W. Glen Pyle, Lijing Wang, Peter H. Backx, Ren Huang, Feng Hua Yang

**Keywords:** ischemia-reperfusion injury, contractile function, RNA sequencing, myofilament phosphorylation, inflammatory response, cTnI, Slit2, protein kinase C

## Abstract

**Background:**

The secreted glycoprotein Slit2, previously known as an axon guidance cue, has recently been found to protect tissues in pathological conditions; however, it is unknown whether Slit2 functions in cardiac ischemia–reperfusion (IR) injury.

**Methods:**

Langendorff-perfused isolated hearts from Slit2-overexpressing (Slit2-Tg) mice and C57BL/6J mice (background strain) were subjected to 20 min of global ischemia followed by 40 min of reperfusion. We compared Slit2-Tg with C57BL/6J mice in terms of left ventricular function and infarct size of post-IR hearts along with tissue histological and biochemical assessments (mRNA and protein expression, phosphorylation status, and myofilament contractile properties).

**Results:**

Slit2 played cardioprotective roles in maintaining contractile function and reducing infarct size in post-IR hearts. IR increased the expression of the Slit2 receptor Robo4 and the membrane receptor Slamf7, but these increases were suppressed by Slit2 overexpression post IR. This suppression was associated with inhibition of the nuclear translocation of NFκB p65 and reductions in IL-1β and IL-18 release into perfusates. Furthermore, Slit2 overexpression attenuated the increases in myofilament-associated PKCs and phosphorylation of cTnI at Ser43 in the post-IR myocardium. The myofilament calcium sensitivity and actomyosin MgATPase activity were preserved in the post-IR Slit2 myocardium.

**Conclusion:**

Our work demonstrates that Slit2 inhibits inflammatory responses and maintains myofilament contractile properties, thus contributing, at least in part, to the prevention of structural and functional damage during IR.

## Introduction

WHO statistics indicate that the annual deaths from ischemic heart disease were ∼8.9 million worldwide in 2017 (GBD 2017; Causes of Death Collaborators, 2018), despite the availability of various drugs and other therapeutic approaches that have been developed to tackle this epidemic condition (Hausenloy and Yellon, 2013). Reestablishment of blood flow to previously ischemic tissues during treatment results in tissue and functional damage called ischemia–reperfusion (IR) injury (Murphy and Steenbergen, 2008; Prasad et al., 2009). Inflammatory response is the primary mechanism of IR injury, in which reperfusion triggers leukocyte recruitment and reactive oxygen species (ROS) production in endothelial cells. Subsequently, transcriptional factors such as NFκB activate the expression of proinflammatory cytokines TNF-α, IL-1β, IL-6, and IL-18 (Barnes and Karin, 1997; Kawaguchi et al., 2011; Burma et al., 2014; Lu et al., 2016). Blockade of leukocytes’ adherence to endothelial cells significantly reduces the infarct size in the IR myocardium of cats (Ma et al., 1992), and inhibition of NFκB reduces neutrophil activation and cell death in IR rabbit hearts (Yeh et al., 2005).

IR depresses the contractile function of the heart. Cardiac contractile function is executed by myofilaments, including thin filaments [actin, tropomyosin, and the troponin complex of cardiac troponin C (cTnC), cardiac troponin I (cTnI), and cardiac troponin T (cTnT)] and thick filaments [myosin heavy and light chains, myosin binding protein C (MyBP-C), and titin] (van der Velden and Stienen, 2019) and regulated by the balance of myofilament phosphorylation (Metzger and Westfall, 2004; Verduyn et al., 2007; Kooij et al., 2010). Among the phosphorylation sites of myofilaments, Ser23/24 and Ser43/45 of cTnI are the most investigated sites. Ser23/24 and Ser43/45 are preferentially phosphorylated by protein kinase A (PKA) and protein kinase C (PKC) isoforms, respectively (Jideama et al., 1996). Phosphorylation of Ser23/24 accelerates the relaxation rate (Takimoto et al., 2004), and phosphorylation of Ser43/45 reduces maximum ATPase activity (Noland et al., 1995). Protein kinase signaling has been explored as a therapeutic target for improvement of cardiac function in heart disease (Singh et al., 2017).

Slit2 is one of three Slit family members that are secreted from the extracellular matrix and expressed in many tissues, including the hearts (Dickson and Gilestro, 2006). Slit2 can exist in a full-length or in a cleaved form of an NH2-terminal fragment or a COOH-terminal fragment (Nguyen Ba-Charvet et al., 2001). Slit2 is a ligand of the Robo family of immunoglobulin receptors (Robo1–4). The Slit2 isoform, similar to its family members, guides heart tube formation during development (Wong et al., 2002), but the roles of Slit2 in adult hearts are unknown. Evidence has shown that Slit2 protects several organs and tissues through anti-inflammatory mechanisms. For example, Ye et al. (2010) reported that Slit2 suppresses chemotaxis of neutrophils to inhibit lung inflammation in mice. In addition, Zhao et al. (2014) showed that Robo4, a ligand of Slit2, inhibits lipopolysaccharide-induced expression of the cytokine and cell adhesion molecule ICAM-1 in human microvascular endothelial cells. Furthermore, Slit2 inhibits neutrophil and macrophage infiltration in response to IR and reduces renal tubular necrosis in mice (Chaturvedi et al., 2013). As the anti-inflammatory mechanisms of Slit2 that occur during other organ stresses, particularly renal IR, are similar to those that occur during cardiac IR, we hypothesized that Slit2 suppresses inflammatory responses in the IR myocardium.

Slit2 regulates intracellular PKC signaling and plays key roles in development and physiological function. PKC is recruited to colocalize with Robo3 in murine brain regions that govern learning, memory, and reward (Samelson et al., 2015). Increases in Slit2/Robo1 expression caused by prostaglandin F2 are PKC-dependent during murine luteolysis (Zhang et al., 2013). In addition, PKC-dependent substrate phosphorylation is required for F-actin function in murine commissural growth cones in response to Slit2 (Shen et al., 2002). However, under pathological conditions, Slit2-associated PKC activation might exert detrimental effects. For example, treatment with phospholipase C (PLC), the upstream protein of PKC (Essen et al., 1997), impairs Slit2-induced angiogenesis in cultured endothelial cells (Dunaway et al., 2011). In the myocardium, PKC includes more than 10 isoenzymes that might play beneficial or detrimental roles upon activation (Steinberg, 2012). For example, PKCδ contributes to ATP depletion, ROS accumulation, apoptosis, and infarction during cardiac IR (Inagaki et al., 2003a; Murriel et al., 2004), while treatment with a PKCδ inhibitor reduces infarct size and improves the functions of reperfused swine hearts (Inagaki et al., 2003a). Additionally, PKCε, another intensively investigated isoform, shows either protective or undetectable effects during the reperfusion period (Inagaki et al., 2003b). These results suggest that Slit2 might regulate PKC-dependent contractile function during IR.

In this study, we aimed to explore the effects of Slit2 and its regulatory mechanisms regarding anti-inflammatory responses and myofilament phosphorylation in the post-IR myocardium. Understanding the regulatory mechanisms of Slit2 will provide a novel therapeutic strategy for combating IR injury.

## Materials and Methods

### Animals

C57BL/6 mice overexpressing the Slit2 gene (Slit2-Tg) were originally generated by the Geng Laboratory (University of Michigan, United States) (Yang et al., 2010). Briefly, full-length human Slit2 cDNA was cloned into a pCEP4F vector containing the CMV promoter, and then injected into the pronuclei of fertilized C57 × CBA F1 oocytes to construct transgenic mice. The genotypes were confirmed by Southern blotting and PCR analysis. PCR screening of Slit2 heterozygotes was performed using a pair of primers specific for Slit2 cDNA (forward: 5′-CCCTCCGGATC CTTTACCTGTCAAGGTCCT-3′; reverse: 5′-TGGAGAGAGCTCACAGAACAAGCCACTGTA-3′). Slit2-Tg mice and C57BL/6J (background strain) mice were bred and maintained in a specific pathogen-free (SPF), AAALAC-accredited facility of the Guangdong Laboratory Animals Monitoring Institute, Guangzhou, China. The temperature and humidity were 24 ± 2°C and 40–60%, respectively, and the light cycle included 12 h of light and 12 h of dark. Three- to five-month-old male mice were used in this study. All animal experiments were approved by the Institutional Animal Care and Use Committee (No. IACUC2017002).

### Langendorff Heart Preparation and Perfusion Protocol

To determine the effects of Slit2 on myocardial IR injury, a Langendorff heart perfusion system for rodents (Radnoti LLC, United States) equipped with a pressure transducer was used (Yang and Pyle, 2012). Briefly, mice were euthanized with isoflurane, and their hearts were excised. The aortas were then cannulated and the hearts were perfused using a modified Krebs-Henseleit (KH) buffer solution (37°C) containing (in mM) 118 NaCl, 4.7 KCl, 1.2 MgSO_4_, 2.5 CaCl_2_, 1.2 KH_2_PO_4_, 25 NaHCO_3_, 0.05 EDTA, 0.5 sodium pyruvate, and 11 glucose. The KH buffer was continuously gassed with 95% O_2_/5% CO_2_, and the perfusion pressure was maintained at 70 mmHg. A water-filled balloon connected to the pressure transducer was inserted into the left ventricle, and left ventricular pressures were recorded with a PowerLab 16/35 system (AD Instruments Inc., United States). Hemodynamic parameters, including the left ventricular developed pressure (LVDP), heart rate (HR), left ventricular end diastolic pressure (LVEDP), rate of pressure product (RPP), and minimum and maximum rates of left ventricular pressure development [dP/dt(min) and dP/dt(max), respectively] were analyzed with Chart 7 Software (ADInstruments Inc., United States).

For the IR protocol, hearts were subjected to 20 min of stable perfusion, followed by 20 min of no-flow global ischemia and 40 min of reperfusion. Control hearts were continuously perfused for 80 min (Figure 1A). At the end of the experiment, some heart tissues were fixed for hematoxylin–eosin (HE) staining, transmission electron microscopy (TEM), and immunofluorescence staining, and some were flash frozen in liquid nitrogen for subsequent RNA sequencing analysis, RT-qPCR, Western blotting, Pro-Q staining, and actomyosin MgATPase activity assay.

**FIGURE 1:**
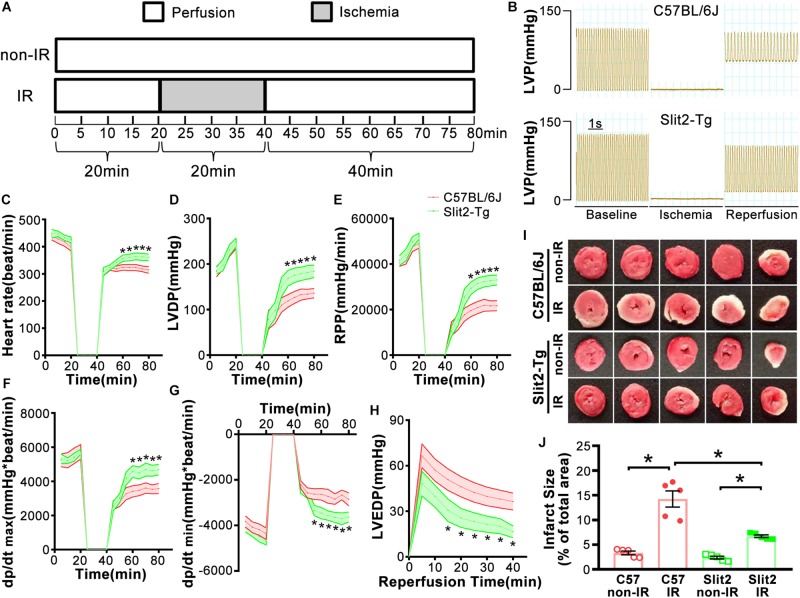
Effects of Slit2 on post-ischemia–reperfusion (IR) cardiac function. **(A)** Perfusion protocol. All hearts were perfused for 20 min for equilibration. The IR groups were subjected to 20 min of global ischemia and 40 min of reperfusion, while the non-IR groups were perfused continuously for 80 min without global ischemia. **(B)** Representative traces of left ventricular pressure (LVP) for C57BL/6J (top) and Slit2-Tg (bottom) hearts during IR. Functional measurements of C57BL/6J and Slit2-Tg hearts were taken. **(C–H)** Heart rate, left ventricular developed pressure (LVDP), rate pressure product (RPP), dP/dt(max), dP/dt(min), and left ventricular end-diastolic pressure (LVEDP) values. *n* = 7 mice per group. The values are the means ± SEMs; *P < 0.05 vs. C57BL/6J hearts (unpaired Student’s *t*-test). **(I)** Representative images of serial TTC-stained sections of C57BL/6J and Slit2-Tg hearts subjected or not subjected to IR. **(J)** Quantitative analysis of the infarct area in each group. *n* = 5 mice per group. All data are presented as the mean ± SEM; *P < 0.05 between the groups (two-way ANOVA, Tukey’s multiple comparisons test).

### Myocardial Infarct Size

To determine post-IR myocardial infarct size, hearts were subjected to TTC staining. Briefly, the frozen tissues were sliced into 2 mm thick sections and incubated in a 1% TTC (Sigma-Aldrich, United States) solution at 37°C for 15 min and in 10% neutral formalin for 1 h. TTC stained the viable areas red, while the unstained areas (white) were infarcted tissue. The infarct size in the myocardial tissue was measured using ImageJ software (NIH, United States), and the infarct size (%) was calculated as a percentage of the total section area. Different technicians performed the sectioning and observations, and the technicians did not know the individual identities of the samples.

### HE Staining

Hearts were fixed in 10% neutral formalin and subjected to HE staining, which was used to detect necrosis of heart tissues. First, the hearts were embedded in paraffin, sliced into 3 μm sections, and dewaxed with dimethylbenzene and dehydrated with gradient ethanol solutions. Next, the sections were stained with hematoxylin for 10 min and soaked in 1% hydrochloric acid–ethanol for 2 s. The sections were then stained with alcohol-soluble eosin for 25 s. Finally, the sections were sealed with neutral gum and observed under an optical microscope (Leica DM 2000, Germany). During evaluation of the histological changes, different technicians performed the sectioning and observations, and the technicians did not know the sample IDs.

### Transmission Electron Microscopy

TEM was further used to determine the subcellular changes associated with Slit2 in the post-IR myocardium. Left ventricular tissues were cut into small blocks (about 1 mm^3^), fixed with 2.5% glutaraldehyde, fixed with 1% OsO_4_, dehydrated in ethanol, and embedded in Araldite. The tissue blocks were cut into slices at a thickness of 60 nm using a Leica cryostat system (EM UC7/FC7, Germany) and collected on copper grids. The ultrathin sections were double stained with 3% uranyl acetate and lead citrate. The subcellular structure was observed with a Tecnai G2 Spirit transmission electron microscope (FEI Company, United States). During evaluation of the subcellular differences between the groups, different technicians performed the slice preparation and observations, and the technicians did not know the sample IDs.

### RNA Sequencing and Raw Data Processing

Total RNA was isolated using TRIzol^®^ Reagent (Thermo Fisher Scientific, United States), and RNA concentrations were determined using a Qubit^®^ 2.0 Fluorometer and an assay kit (Life Technologies, United States). RNA integrity was assessed using an RNA Nano 6000 Assay Kit with a Bioanalyzer 2100 system (Agilent Technologies, United States). Sequencing libraries were generated using an NEBNext^®^ Ultra^TM^ RNA Library Prep Kit for Illumina^®^ (NEB, United States). After adding index codes, the samples were clustered with a cBot Cluster Generation System using a TruSeq PE Cluster Kit v3-cBot-HS (Illumina, United States). An Illumina HiSeq platform (Illumina, United States) was employed to sequence the libraries, generating 125 bp/150 bp paired-end reads. Raw data with proper paired-end clean reads were mapped for further analysis. The original reads of the genes for the samples in the four groups (the C57-non-IR, C57-IR, Slit2-non-IR, and Slit2-IR groups) were compared in pairs, and the fold changes in the expressed genes between the groups were log2 transformed. A *P* value < 0.05 was the cutoff for identification of differentially expressed genes (DEGs). Furthermore, DEGs with log2 (fold change) values > 0 were considered upregulated, while those with log2 (fold change) values < 0 were considered downregulated. Thus, we defined eight datasets of DEGs: an upregulated dataset and a downregulated dataset each for the C57-IR vs. C57-non-IR, Slit2-IR vs. Slit2-non-IR, Slit2-non-IR vs. C57-non-IR, and Slit2-IR vs. C57-IR comparisons. The gene expression profiles are presented using volcano plots (Supplementary Figure S3). The raw RNA-seq data have been deposited in NCBI’s Gene Expression Omnibus (GEO) (#GSE133796)^1^.

### Target Gene Prediction and Gene Set Enrichment Analysis (GSEA)

First, to identify genes regulated by Slit2 in post-IR hearts, five datasets of DEGs (the downregulated DEGs in the C57-IR vs. C57-non-IR comparison, the upregulated DEGs in the C57-IR vs. C57-non-IR upregulated, the downregulated DEGs in the Slit2-IR vs. C57-IR comparison, the upregulated DEGs in the Slit2-IR vs. C57-IR comparison, and the up-/downregulated DEGs in the Slit2-non-IR vs. C57-non-IR comparison) were input into the TBtools program^2^ to generate a Venn diagram. By analyzing this diagram, two final intersections were obtained: (1) the intersection of the upregulated DEGs in the C57-non-IR vs. C57-IR comparison and the downregulated DEGs in the Slit2-IR vs. C57-IR comparison, and (2) the intersection of the downregulated DEGs in the C57-IR vs. C57-non-IR comparison and the upregulated DEGs in the Slit2-IR vs. C57-IR comparison. These two final intersections further excluded the up-/downregulated DEGs in theSlit2-non-IR vs. C57-non-IR comparison. We therefore identified two new sets of DEGs: one set was upregulated by IR in C57BL/6J hearts but downregulated by Slit2 overexpression in post-IR hearts, and another was downregulated by IR in C57BL/6J hearts but upregulated by Slit2 overexpression in post-IR hearts. The Venn diagram results are presented in Figures 4B,C.

Second, to predict the effects of Slit2 on cardiac function, the GSEA tool Metascape (Zhou et al., 2019) was used to construct protein interaction networks of gene sets. Briefly, the enrichment gene sets (Biological Processes, KEGG pathways, or Reactome pathways) with similar functions were clustered, and the identification algorithm “MCODE” revealed that these enrichment clusters formed interaction networks. The interaction network of the Slit2-non-IR vs. C57-non-IR suggested the effects of Slit2 on the molecular function of the heart (Figures 3A,B), and the interaction network of the Slit2-IR vs. C57-IR suggested the effects of Slit2 on molecular function in post-IR hearts (Figures 3C,D).

### RT-qPCR

RT-qPCR was used to verify the expression of genes identified by the Venn diagram analysis and to determine the expression of Robo receptors. Total RNA extracted from the left ventricle was subjected to reverse transcription and quantitative PCR. The primers are listed in Supplementary Table S1). TB Green^®^ Premix Ex Taq^TM^ II (Takara Bio Inc., Japan) was used. The program was as follows: 95°C for 30 s (1 cycle); 95°C for 5 s, 60°C for 34 s (40 cycles); and 72°C for 10 min (1 cycle). Gene expression levels were normalized to GAPDH levels, and the results were expressed as the ratio of the expression in each experimental group to that in the C57-non-IR group.

### Immunofluorescence Staining

Immunofluorescence detection of Slamf7 and nuclear translocation of NFκB were used to assess inflammatory responses. Heart tissues were fixed in 10% neutral formalin, cryoprotected in 30% sucrose for 24 h, embedded in optimal cutting temperature (OCT) compound, and sectioned with a freezing microtome at a thickness of 5 μm (Leica CM1950, Germany). The heart sections were processed using a standard immunostaining protocol. After routine hydration, the sections were subjected to permeabilization with PBS containing 0.05% Triton X-100 followed by incubation with a primary antibody against Slamf7 (A5782, ABclonal, China) or NFκB p65 (8242S, CST, United States) at 4°C overnight. The primary antibodies were visualized using Alexa Fluor 594- and Alexa Fluor 488-conjugated secondary antibodies (Invitrogen, CA). The sections were photographed under a confocal microscope (Leica TCS SP5, Germany). The technicians performing immunofluorescent staining and observations were different and did not know the sample ID.

### Enzyme-Linked Immunosorbent Assay (ELISA)

Heart perfusates were collected at the perfusion baseline and 0, 5, 10, and 40 min after reperfusion. ELISA kits (Cusabio Biotech Co., China) were used to test the levels of the proinflammatory cytokines IL-1β and IL-18 in the perfusates according to the manufacturer’s instructions. Briefly, 100 μl of the standard or sample was added to each well, and the plates were incubated for 2 h at 37°C. After removing the liquid, 100 μl/well of anti-biotin antibody was added, and the plates were incubated for 1 h at 37°C before being incubated with 100 μl of HRP-avidin and 90 μl of TMB substrate for 25 min at 37°C in the dark. The optical density was measured within 5 min using a microplate reader at 450 nm.

### Myofilament Isolation for Western Blotting, Myofilament Phosphorylation Analysis, and Actomyosin MgATPase Activity Assay

Myofilaments were extracted according to a modified protocol from Yang et al. (2008) and Yang and Pyle (2011, 2012). Briefly, hearts were homogenized in ice-cold lysis buffer composed of (in mM) 60 KCl, 30 imidazole (pH 7.0), 2 MgCl_2_, 0.01 leupeptin, 0.1 phenylmethylsulfonyl fluoride (PMSF), and 0.2 benzamidine and then centrifuged at 12,000 × *g* and 4°C for 15 min. The pellets were extracted with ice-cold lysis buffer containing 1% Triton X-100 and centrifuged at 1,100 × *g* to obtain myofilaments. The protein concentrations of the myofilaments were determined with a bicinchoninic acid (BCA) protein assay kit (Pierce, United States).

### Western Blotting

First, cytosolic fractions extracted from cardiac tissues were used to detect the expression of protein-encoding genes selected from RNA-seq analyses, Slit2 and the Slit2 fragment. Briefly, hearts were homogenized with a cell lysis buffer (#9803, CST, United States) containing protease inhibitors and 1% Triton X-100. The samples were centrifuged at 12,000 × *g* and 4°C for 15 min, and the supernatants were retained for use. Primary antibodies against Slamf7 (A5782, ABclonal, China), RasGRP1 (sc-365358, Santa Cruz, United States), Slit2 (ab7665, Abcam, United States), and Slit2-C (BM5312, Bostern, China) were used. Second, myofilament fractions extracted from cardiac tissues were used to determine myofilament-associated PKCs, PKA, protein phosphatases (PPs), and phosphorylation sites of cardiac myofilaments. Primary antibodies against PKCδ (2058S, CST, United States), PKCε (2683S, CST, United States), PKA (4782S, CST, United States), PP1α (2582S, CST, United States), PP type 2A (PP2A; 2038S, CST, United States), p-cTnISer43 (PA5-35412, Invitrogen, CA), p-cTnISer23/24 (4004S, CST, United States), Slit2 (ab7665, Abcam, United States), Slit2-C (BM5312, Bostern, China), GAPDH (2118S, CST, United States), and actin (MAB1501R, Millipore, United States) were used.

Cytosolic (40 μg) or myofilament (60 μg) proteins were separated using 10% SDS-PAGE and transferred to PVDF blotting membranes (Millipore, United States). After blocking with 5% skim milk, the membranes were incubated with primary antibodies (as listed above) overnight at 4°C before being incubated with species-appropriate secondary antibodies (CST, United States). The bands were detected with Immobilon Western chemiluminescent HRP substrate (Millipore, United States). The densities of the bands were analyzed using ImageJ software (NIH, United States).

### Myofilament Phosphorylation

The phosphorylation levels of myofilament proteins (MyBP-C, desmin, cTnT, and cTnI) were measured using the Pro-Q Diamond phosphorylation gel staining method, as previously described (Yang and Pyle, 2011, 2012). Briefly, myofilaments (60 μg) were separated using 12% SDS-PAGE. After fixation with 50% methanol/10% acetic acid for 30 min, the gels were incubated with Pro-Q Diamond phosphorylation gel staining solution (Molecular Probes, United States) for 90 min. The phosphorylated bands were visualized using a Gel Doc^TM^ XR + gel documentation system (Bio-Rad Laboratories Ltd., United States), and the band densities were quantified using ImageJ (NIH, United States). Total protein was stained with Coomassie solution, and actin bands were used as the loading controls.

### Actomyosin MgATPase Activity

An actomyosin MgATPase activity assay was performed as described previously (Yang et al., 2008; Yang and Pyle, 2011, 2012) to assess myofilament function. Briefly, myofilaments (50 μg) were incubated in reaction solutions containing various concentrations of free calcium. The free calcium concentration in each solution was calculated using a Patton assay program (Patton et al., 2004). The myofilaments were incubated in the reaction solutions for 5 min at 32°C. After the reactions were stopped with 10% trichloroacetic acid, the amount of inorganic phosphate produced was measured after adding 0.5% FeSO_4_ and 0.5% ammonium molybdate in 0.5 M H_2_SO_4_ at 630 nm using a spectrophotometer (Biochrom, United Kingdom).

### Statistical Analysis

All experimental data are presented as the mean ± SEM. Statistical differences between two groups were analyzed with unpaired Student’s *t*-tests, and differences among multiple groups of data were analyzed by two-way ANOVA followed by Tukey’s multiple comparisons test (GraphPad Prism 7, United States). *P* < 0.05 were considered to indicate statistical significance.

## Results

### Slit2 Ameliorates Myocardial Decline and Prevents Cardiac Damage in the Post-IR Myocardium

First, we examined cardiac function in all groups. There were no significant differences in cardiac function (HR, LVDP, and RPP) between C57BL/6J and Slit2-Tg mice at baseline (0–20 min, Figures 1C–E). However, following 20 min of ischemia, HR, LVDP, RPP, and dP/dt(max) were significantly higher and dP/dt(min) was significantly lower in Slit2-Tg mice than in C57BL/6J mice at the time points of 60, 65, 70, 75, and 80 min (Figures 1C–H). These improvements in contractility were associated with lower LVEDP values at the above time points in post-IR Slit2-Tg hearts compared to control hearts (Figure 1H, Table 1, and Supplementary Figure S2) as well as with markedly reduced infarct size in post-IR Slit2-Tg hearts (Figures 1I,J). These results establish that Slit2 protein overexpression significantly improves cardiac systolic and diastolic function following IR and reduces infarct area. The functional parameters are presented in Table 1. Next, we explored the effects of Slit2 on cardiac cellular damage post IR. Under a microscope, we found focal necrosis, some vacuoles, and swollen and dissolved myofibers in cardiac tissues of post-IR C57BL/6J mice (Figure 2A). However, Slit2 overexpression reduced the IR-induced myofiber swelling and vacuole formation between fibers seen in C57BL/6J hearts (Figure 2A). We further employed TEM technology to examine the subcellular structure in post-IR hearts. We found that reperfused C57BL/6J hearts displayed edematous mitochondria, fractured internal crests of mitochondria, ruptured myofibrils, and ruptured Z-discs in cardiomyocytes (Figure 2B). Compared with C57BL/6J hearts, Slit2-Tg hearts had less mitochondrial edema and better myofilament maintenance and Z-line morphology (Figure 2B) after reperfusion. The results from HE staining and TEM examination demonstrate that Slit2 reduces tissue and cellular damage in post-IR hearts.

**TABLE 1:** Hemodynamic analysis of Slit2-Tg and C57BL/6J mouse hearts after IR.

	**HR (beats/min)**	**LVDP (mmHg)**	**dP/dt(max) (mmHg/s)**	RPP (mmHg*beats/min)	**LVEDP (mmHg)**
C57-non-IR	336.413.7	122.711.87	5,821326	40,4473,004	0.6100.60
Slit2-non-IR	360.211.1	119.04.20	5,490303	41,5182,067	1.1840.86
C57-IR	314.312.4	68.025.08*	3,574195*	21,6802,235*	36.425.57*
Slit2-IR	361.111.7^#^	92.016.88*^#^	4,663305*^#^	32,8852,115*^#^	16.503.91*^#^

n = 7. All data are presented as the mean ± SEM. *P < 0.05 vs. non-IR and ^#^P < 0.05 vs. C57-IR (two-way ANOVA, Tukey’s multiple comparisons test). HR, heart rate; LVDP, left ventricular developed pressure; dp/dt(max), maximum increase rate of LV pressure; RPP, rate pressure product; LVEDP, left ventricular end-diastolic pressure.

**FIGURE 2:**
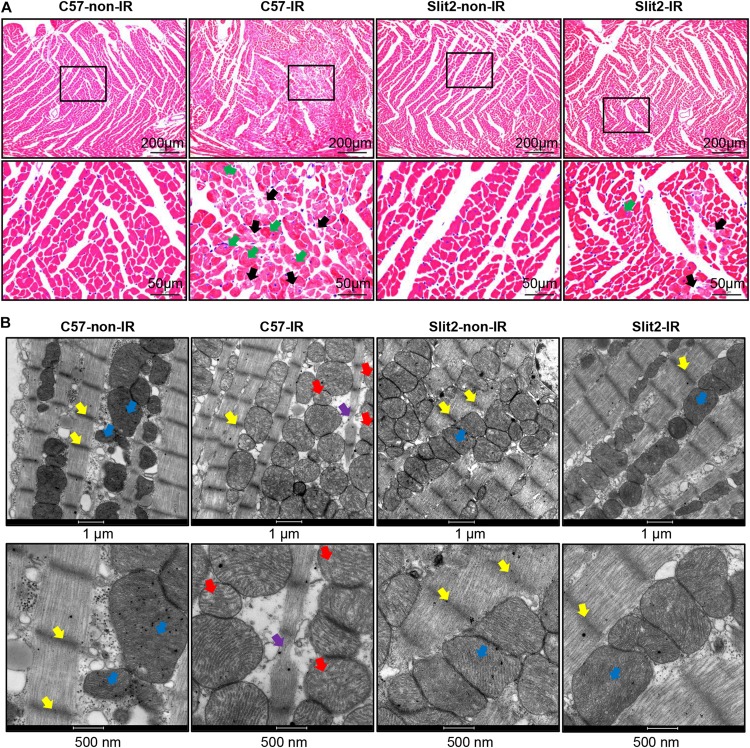
Post-ischemia–reperfusion (IR) injury in C57BL/6J and Slit2-Tg hearts. **(A)** Representative images of hematoxylin–eosin (HE) staining in C57BL/6J and Slit2-Tg hearts. Scale bar = 200 μm (top) or 50 μm (bottom). The bottom panels show the magnified views of the black framed areas of the corresponding upper panels. The black framed area of the C57-IR heart section displays necrosis. The black arrows indicate ruptured cardiomyocytes; the green arrows indicate swollen cardiomyocytes. **(B)** Subcellular structures of cardiomyocytes as examined by TEM in C57BL/6J and Slit2-Tg hearts. Scale bar = 1 μm (top) or 500 nm (bottom). C57-non-IR, C57BL/6J hearts not subjected to IR; Slit2-non-IR, Slit2-Tg hearts not subjected to IR; C57-IR, C57BL/6J hearts subjected to IR; Slit2-IR, Slit2-Tg hearts subjected to IR. Arrows: yellow, Z-discs; blue, normal mitochondria; red, post-IR mitochondria with disappearing crista; purple, ruptured Z-discs.

### Slit2 Shifts Gene Expression Profiles to Boost the Regulation of Cardiac Contraction and Reduce Inflammation in Normal and Post-IR Slit2 Hearts

Slit2 mRNA and protein levels were significantly higher in Slit2-Tg hearts than in C57BL/6J (background strain) hearts, but there were no functional or histological differences (Supplementary Figure S1 and Supplementary Table S2). 

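RNA sequencing covered 12 libraries in 4 groups of 3 hearts. C57BL/6J and Slit2-Tg hearts were perfused ex vivo and were either perfused throughout without ischemia (C57-non-IR and Slit2-non-IR) or subjected to ischemia and then reperfused (C57-IR and Slit2-IR). The sample labels state the genotype of each library, and whether a heart was subjected to IR was read from the letters of its label against the groups named in the methods. Libraries were prepared from total RNA with a NEBNext Ultra RNA kit and sequenced in paired-end mode on an Illumina HiSeq instrument. The authors deposited an FPKM value (fragments normalized for gene length and library size) for each gene and library, with Ensembl identifiers and GRCm38 coordinates. The paper's text does not name the aligner, the counting tool, the annotation release or whether strand was used. Within a library, FPKM multiplied by gene length rose in whole steps for 100% of values, so the reads behind each value could be recovered. The steps were inversely proportional to median-of-ratios size factors computed over all libraries, which places the 4 groups on a common scale. Between 16601154 and 20615014 reads lay on genes in C57-non-IR libraries (median 17353883), between 18771644 and 22835028 in C57-IR libraries (median 21138217), between 20206063 and 23524410 in Slit2-non-IR libraries (median 21798974) and between 20882040 and 24841291 in Slit2-IR libraries (median 21285710). Mitochondrial genes took 19.7% to 26.0% of the reads. Libraries of the same group differed by more than counting noise in every pair (chi-square per gene from 8.67 to 54.6). FPKM values were tested on the log2(FPKM + 1) scale with limma 3.58.1, with a trend of the variance on expression, in a single fit of all 12 libraries. A log2 fold change on this scale understates the change of a gene with low values. The tests covered 15258 genes with the equivalent of at least 10 reads of the median library in at least 3 libraries and at least 15 reads in total. The methods name a P value cutoff of 0.05 without stating an adjustment, so counts of genes are given after Benjamini-Hochberg adjustment and without it. With no difference between groups, 763 of these genes would fall under an unadjusted p of 0.05. An exact permutation test of 3 hearts against 3 cannot give a p-value below 0.1.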

The overall gene expression profiles are displayed in Supplementary Figure S3 and Supplementary Table S4. Furthermore, the RNA sequencing data revealed that multiple molecular functions were altered in Slit2-Tg hearts (Figure 3). 

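Between Slit2-non-IR and C57-non-IR hearts, 6 genes were higher and 0 were lower in Slit2-Tg hearts at a Benjamini-Hochberg adjusted p under 0.05 in limma's test. At an unadjusted p under 0.05, 216 genes were higher and 269 lower, 485 in all. The values of the 2 groups did not overlap for 1401 genes (9.18%), where chance gives 10%. The count of adjusted genes fell to 1 without any single C57-non-IR library and rose to 14 without Slit2-IR replicate 3. The largest rise was in Gm3650 (ENSMUSG00000097891, chromosome 18 from 43472816 to 43475169), annotated as an unprocessed pseudogene. It had at most 2 reads in any C57-non-IR library and an FPKM of 7.62 ± 5.97 (SD, n = 3) in Slit2-non-IR hearts, at least 35.0-fold higher, with an adjusted p of 0.0252 from limma that ranged from 0.00277 to 0.356 across the alternative settings. Slit2-non-IR replicate 1 had 14.5 FPKM and the others 4.12 and 4.23, and without it the rise was at least 19.2-fold. Pcna-ps2 (ENSMUSG00000067608, chromosome 19 from 9283238 to 9284494), which carries a pseudogene's name and is annotated as protein coding, rose from 0.216 ± 0.162 to 3.94 ± 1.88 FPKM (SD, n = 3), a log2 fold change of 1.97 (standard error 0.22, limma adjusted p = 0.0165, range 0.00327 to 0.127). Rpl3-ps1 (ENSMUSG00000084349, chromosome X from 13202571 to 13203780), a processed pseudogene, rose from 10.2 ± 1.58 to 38.6 ± 14.03 FPKM (SD, n = 3), a log2 fold change of 1.77 (standard error 0.22, limma adjusted p = 0.0252, range 0.0127 to 0.160). Reads of all 3 genes are uncertain because a near-identical copy elsewhere in the genome can take or give them.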

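Supplementary Table S3 names the genes behind each enriched term. The study chose these genes from the same libraries, so their values are no independent evidence, and no enrichment was recomputed. Every tested gene of the 4 upregulated terms with a cluster in that table was higher in Slit2-non-IR than in C57-non-IR hearts. Of 24 tested genes under regulation of cell adhesion, 12 had an unadjusted p under 0.05 in limma's test, 15 had groups that did not overlap (chance gives 10% for unselected genes) and the median log2 fold change was 0.32. Vwc2 (ENSMUSG00000050830, chromosome 11 from 11114223 to 11268931) was the gene of this term with an adjusted p under 0.05. Its FPKM rose from 0.131 ± 0.0542 in C57-non-IR to 0.937 ± 0.154 in Slit2-non-IR hearts (SD, n = 3), a log2 fold change of 0.77 (standard error 0.07, limma adjusted p = 0.00291, range 0.00327 to 0.0453 across the alternative settings). The terms protein kinase B signaling, response to hypoxia and organic acid catabolic process had 0 genes past the adjusted threshold. At an unadjusted p under 0.05 they had 6 of 12, 6 of 19 and 6 of 20 genes, with median log2 fold changes of 0.32, 0.30 and 0.30. Groups did not overlap for 8, 14 and 11 of these genes. Without C57-non-IR replicate 1, the numbers of genes with an unadjusted p under 0.05 fell to 3 for cell adhesion, 2 for hypoxia and 2 for organic acid catabolism. Without Slit2-non-IR replicate 1, protein kinase B signaling had 3 such genes. For these fits the median log2 fold changes were 0.28, 0.24, 0.25 and 0.24.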

Slit2 overexpression boosted regulation of cell adhesion, protein kinase B (Akt) signaling, the response to hypoxia, organic acid catabolic processes, and the response to oxidative stress (Figure 3A and Supplementary Table S3). 

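Every tested gene of the downregulated terms in Supplementary Table S3 was lower in Slit2-non-IR than in C57-non-IR hearts, and 0 of them passed the adjusted threshold. At an unadjusted p under 0.05 in limma's test lay 5 of 9 genes for positive regulation of glycogen metabolic process, 11 of 19 for the PPAR signaling pathway, 9 of 13 for regulation of inflammatory response and 1 of 4 for regulation of release of cytochrome c from mitochondria. The median log2 fold changes were -0.47, -0.38, -0.44 and -0.40 in that order. The 2 groups did not overlap for 4, 13, 9 and 1 of the genes, against 10% by chance for unselected genes, which these are not. Leaving out Slit2-non-IR replicate 1 weakened all 4 medians most, to -0.40, -0.35, -0.38 and -0.30. It lowered the number of genes at an unadjusted p under 0.05 to 7 for the PPAR pathway, to 6 for the inflammatory response and to 0 for cytochrome c release.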

Slit2 reduced positive regulation of glycogen metabolic processes, the PPAR signaling pathway, regulation of the inflammatory response, and regulation of the release of cytochrome C from mitochondria (Figure 3B and Supplementary Table S3). These results suggest that hearts overexpressing Slit2 are sensitive to external stimuli, while they resist inflammatory insults and might exhibit improved cell survival.

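Lists of inflammation, interferon-gamma, contraction and collagen genes fixed in advance were tested as sets with limma's camera at its preset inter-gene correlation of 0.01, in a family of 12 tests over 3 contrasts. Camera ranks the genes of a list against all other genes, so its p-value does not stand for the spread between hearts, and an exact test of the list's mean per library is given for each contrast. None of the 4 lists passed the threshold between Slit2-non-IR and C57-non-IR hearts. For the 46 tested inflammation genes the camera p was 0.466 (28 genes higher, 18 lower), for the 41 interferon-gamma genes 0.103 (12 higher, 29 lower), for the 48 contraction genes 0.249 (32 higher, 16 lower) and for the 24 collagen genes 0.510 (11 higher, 13 lower). The Benjamini-Hochberg values over the family were 0.556, 0.176, 0.374 and 0.556. Leaving out 1 library changed directions and calls. The inflammation list pointed down without C57-non-IR replicate 1 (camera p of 0.579), Slit2-non-IR replicate 2 (0.489) or Slit2-non-IR replicate 3 (0.551), and it passed the threshold upward without Slit2-non-IR replicate 1 (0.000256). The interferon-gamma list pointed up without Slit2-non-IR replicate 1 (0.642) and passed the threshold downward without Slit2-non-IR replicate 3 (0.000704). The contraction list pointed down without Slit2-non-IR replicate 1 (0.589). The collagen list pointed down without C57-non-IR replicate 1 (0.453) or Slit2-non-IR replicate 3 (0.259) and passed the threshold upward without Slit2-non-IR replicate 2 (0.0220). As a mean per library, the inflammation list lay at -0.60 ± 0.16 in C57-non-IR and at -0.55 ± 0.31 in Slit2-non-IR hearts, in log2(FPKM + 1) relative to each gene's mean over the 12 libraries (SD, n = 3, two-sided exact permutation test, p = 0.8). The same test gave p = 0.6 for interferon-gamma, p = 0.5 for contraction and p = 1 for collagen in an exact permutation of the 3 hearts against 3.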

**FIGURE 3:**
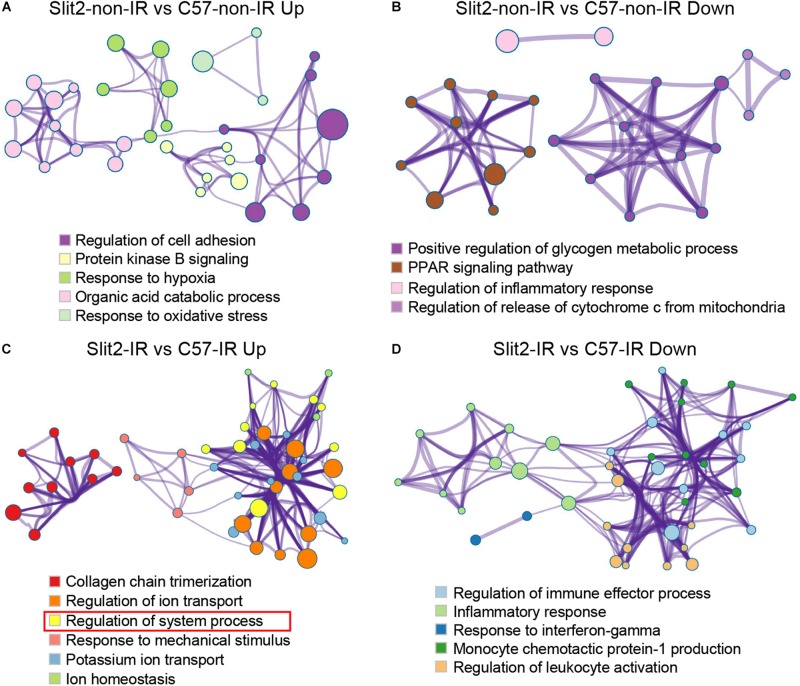
Gene set enrichment analysis of differentially expressed genes (DEGs). Shown are the results for the upregulated DEGs in the Slit2-non-IR vs. C57-non-IR comparison **(A)**, the downregulated DEGs in the Slit2-non-IR vs. C57-non-IR comparison **(B)**, the upregulated DEGs in the Slit2-IR vs. C57-IR comparison (the rectangles in red indicate gene sets enriched for muscle contraction, regulation of heart rate, regulation of heart contraction, heart contraction, actin-mediated cell contraction, regulation of blood circulation, and adrenergic signaling in cardiomyocytes) **(C)**, and the downregulated DEGs in the Slit2-IR vs. C57-IR comparison **(D)**. In the Metascape protein interaction network, two or more gene sets enriched for biological processes/KEGG pathways/Reactome pathways with similar functions were clustered. Within each cluster, the gene set with the highest enrichment score (log *P-*value) was used to annotate the cluster. The links between the clusters are shown. The cluster annotations are color-coded. The size of a node (representing an enriched gene set) is proportional to the number of DEGs in the set, and the width of an edge is proportional to the number of genes shared between the two enriched sets.

In hearts with post-IR injury, Slit2 enhanced collagen chain trimerization, regulation of ion transport, regulation of system processes, responses to mechanical stimuli, potassium ion transport, and ion homeostasis (Figure 3C and Supplementary Table S3). Moreover, Slit2 specifically protected cardiac contractile function in the post-IR myocardium, as observed from the enrichment of the “regulation of system process” term: a cluster of gene sets upregulated in post-IR Slit2 hearts was enriched for muscle contraction, regulation of HR, regulation of heart contraction, heart contraction, actin-mediated cell contraction, regulation of blood circulation, and adrenergic signaling in cardiomyocytes (Figure 3C and Supplementary Table S3). In addition, Slit2 reduced regulation of immune effector processes, the inflammatory response, the response to interferon-gamma, monocyte chemotactic protein-1 production, and regulation of leukocyte activation in the post-IR myocardium (Figure 3D and Supplementary Table S3). These results suggest that Slit2 maintains cardiac contractile function and extracellular structure and prevents inflammatory responses during IR.

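All tested genes of these terms in Supplementary Table S3, which the study picked from the same libraries, were higher in Slit2-IR than in C57-IR hearts, and 0 passed the adjusted threshold in limma's test. Under collagen chain trimerization, 8 of 17 genes had an unadjusted p under 0.05 and the median log2 fold change was 0.35. Under regulation of ion transport these values were 12 of 23 and 0.39, under response to mechanical stimulus 7 of 15 and 0.40, under potassium ion transport 8 of 17 and 0.40, and under ion homeostasis 2 of 6 and 0.33. Values of Slit2-IR and C57-IR hearts did not overlap for 6, 11, 9, 7 and 3 of the genes, where chance gives 10% for unselected genes. Slit2-IR replicate 1 contributed most to each median. Without it the medians were 0.28, 0.32, 0.30, 0.31 and 0.24, and 3, 6, 6, 4 and 0 genes had an unadjusted p under 0.05. Of the 24 genes of the collagen list fixed in advance, 23 were higher in Slit2-IR hearts (camera p of 2.73e-10, Benjamini-Hochberg value 1.64e-09). The mean of this list per library was 0.33 ± 0.23 in Slit2-IR and 0.03 ± 0.27 in C57-IR hearts on the log2 scale (SD, n = 3, two-sided exact permutation test, p = 0.3). No gene of the list passed the threshold when adjusted over all genes or adjusted over the list alone, and 4 had an unadjusted p under 0.05. Of the 6 sets that camera called over all contrasts, 0 passed the threshold in limma's fry or in camera with the correlation estimated from the data, where the collagen list had unadjusted p-values of 0.100 and 0.0612. With the replicate number as a block these were 0.0568 and 0.0472, with Benjamini-Hochberg values of 0.681 and 0.567.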

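The genes listed in Supplementary Table S3 under regulation of system process were higher in Slit2-IR than in C57-IR hearts in 20 of 20 tested cases, with a median log2 fold change of 0.44. An unadjusted p under 0.05 in limma's test was reached by 10 and an adjusted p under 0.05 by 0, and the groups did not overlap for 11, against 10% by chance for genes not picked from these libraries. Without Slit2-IR replicate 1 the median was 0.30 and 4 genes had an unadjusted p under 0.05. That library also held the highest level of atrial transcripts. The summed FPKM of 12 atrial marker genes was 1863.98 there and between 42.6 and 267 in the other libraries, and Myl7 alone reached 1049 FPKM. The contraction list fixed in advance, 48 genes, was not shifted between Slit2-IR and C57-IR hearts (camera p of 0.333, Benjamini-Hochberg value 0.444), with 32 genes higher and 16 lower. Its mean per library was 0.09 ± 0.19 in Slit2-IR and 0.04 ± 0.25 in C57-IR hearts (SD, n = 3, two-sided exact permutation test, p = 0.8). The list pointed down without Slit2-IR replicate 1 (camera p of 0.155) and without C57-IR replicate 3 (0.0929), and it passed the threshold in the upward direction without C57-IR replicate 1 (5.44e-05). No gene of the list passed the threshold when adjusted over all genes or adjusted over the list alone, and 1 had an unadjusted p under 0.05.

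**Figure D1:**
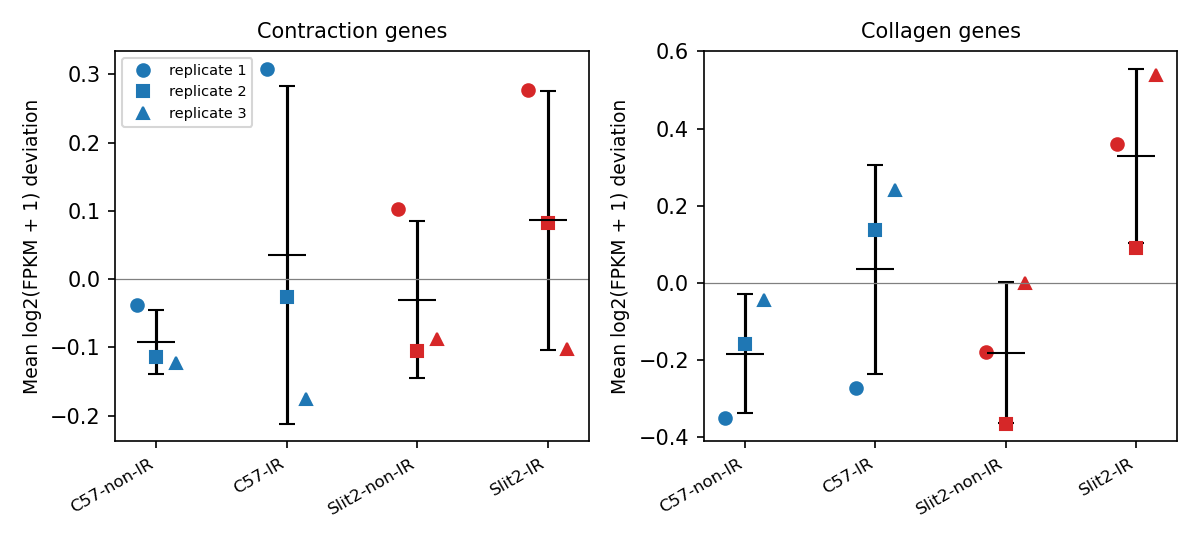
Mean deviation of the contraction and collagen lists in each library, in log2(FPKM + 1) relative to each gene's mean over the 12 libraries (y axis), by group (x axis). Points are libraries (circle, square and triangle for replicates 1, 2 and 3, blue for C57BL/6J and red for Slit2-Tg), bars are group means and error bars are SD with n = 3; the values of Slit2-IR and C57-IR hearts overlap in both lists, and the collagen values lie between 0.09 and 0.54 in Slit2-IR and between -0.27 and 0.24 in C57-IR hearts.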

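For these terms of Supplementary Table S3, again genes picked by the study from the same libraries, every tested gene was lower in Slit2-IR than in C57-IR hearts. At an unadjusted p under 0.05 in limma's test were 12 of 16 genes for immune effector process, 13 of 20 for inflammatory response, 6 of 8 for response to interferon-gamma, 7 of 10 for monocyte chemotactic protein-1 production and 6 of 12 for leukocyte activation, which became 10 of 12 with the replicate number as a block. The median log2 fold changes were -0.39, -0.41, -0.55, -0.31 and -0.31, and the groups did not overlap for 9, 11, 4, 6 and 6 of the genes, where chance gives 10% for unselected genes. All 5 medians rested most on C57-IR replicate 2. Without it they were -0.27, -0.29, -0.29, -0.26 and -0.21, and 4, 6, 2, 2 and 1 genes had an unadjusted p under 0.05. Hmgb1 (ENSMUSG00000066551, chromosome 5 from 149046702 to 149184489) was the gene past the adjusted threshold, in 3 of these terms. Its FPKM was 8.03 ± 0.135 in C57-IR and 3.89 ± 0.495 in Slit2-IR hearts (SD, n = 3), a log2 fold change of -0.89 (standard error 0.09, limma adjusted p = 0.00389, range 0.00274 to 0.151 across the alternative settings). Its log2 fold change without IR was -0.40 (standard error 0.09, limma unadjusted p = 0.000903, adjusted p = 0.574), from 7.60 ± 0.415 to 5.50 ± 0.201 FPKM (SD, n = 3). Reads of Hmgb1 can be shared with its pseudogene copies.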

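Whether the response to IR itself differed between Slit2-Tg and C57BL/6J hearts was tested as an interaction in the same limma fit. For 0 genes did the interaction pass an adjusted p of 0.05 (smallest adjusted p 1.00), and 282 genes had an unadjusted p under 0.05, 164 higher and 118 lower. The unadjusted count ranged from 175 without Slit2-non-IR replicate 2 to 447 without Slit2-non-IR replicate 3. Among the lists fixed in advance, the interaction lay downward for the inflammation list (camera p of 0.0109, Benjamini-Hochberg value 0.0262, 31 of 46 genes) and for the interferon-gamma list (camera p of 8.78e-05, Benjamini-Hochberg value 0.000263, 33 of 41 genes), and upward for the collagen list (camera p of 8.91e-06, Benjamini-Hochberg value 3.56e-05, 21 of 24 genes). The contraction list gave a camera p of 0.864 (26 of 48 genes lower). Without C57-IR replicate 2, the inflammation list turned upward (camera p of 0.0289), and so did the interferon-gamma list (0.495). With the list means per library, the interaction was -0.14 for inflammation, -0.18 for interferon-gamma, 0.29 for collagen and -0.01 for contraction. Permuting genotype within non-IR and within IR hearts gave p = 0.73, p = 0.69, p = 0.295 and p = 0.965 in that order (two-sided exact permutation test, 400 relabelings). From the terms enriched among genes higher and lower in Slit2-IR than in C57-IR hearts, the paper proposes that Slit2 preserves contractile function and extracellular structure and holds back inflammation during IR.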

### Slit2 Regulates Robo1, Robo4, and Slamf7 and Inhibits Inflammatory Responses in the Post-IR Myocardium

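IR changed 59 genes upward and 8 downward in C57BL/6J hearts at a Benjamini-Hochberg adjusted p under 0.05 in limma's test of C57-IR against C57-non-IR hearts. At an unadjusted p under 0.05, 693 genes were higher and 674 lower, and the groups did not overlap for 2099 genes (13.8%, against 10% by chance). The adjusted count fell to 3 genes without C57-non-IR replicate 2, C57-non-IR replicate 3 or C57-IR replicate 3 and rose to 254 without C57-IR replicate 1. The largest rise was in the heat shock gene Hspa1b (ENSMUSG00000090877, chromosome 17 from 34956436 to 34959238), from 3.41 ± 0.255 to 540 ± 149 FPKM (SD, n = 3), a log2 fold change of 6.90 (standard error 0.38, limma adjusted p = 1.18e-05, range 1.65e-07 to 0.000234 across the alternative settings). Hspa1a, a near-identical copy that can share reads with it, had a log2 fold change of 5.78. Among the falls, Tcf15 had the largest on the log2(FPKM + 1) scale, -1.05 (standard error 0.18, limma adjusted p = 0.0391, range 0.0216 to 0.159), from 91.6 to 43.4 FPKM. The antisense gene F630028O10Rik, whose reads are uncertain without a stated use of strand, had a log2 fold change of -0.71 on this scale (limma adjusted p = 0.0230, range 0.00787 to 0.116) and the larger fall in FPKM ratio, from 0.736 to 0.0584. In limma-voom, chosen after the data were seen, the log2 fold changes were -1.07 for Tcf15 and -4.01 for F630028O10Rik. Slit2-IR hearts differed from C57-IR hearts in 5 genes upward and 2 downward at an adjusted p under 0.05, and in 272 genes upward and 210 downward at an unadjusted p under 0.05, 482 in all. The groups did not overlap for 987 genes (6.47%), fewer than the share chance gives. Without Slit2-IR replicate 2 the unadjusted count was 797 and without Slit2-IR replicate 1 it was 315. The 5 higher genes were Gm3650, Pcna-ps2, Rpl3-ps1, Vwc2 and AC154767.3, 4 of which are pseudogenes or carry a pseudogene's name. Slc7a1 (ENSMUSG00000041313, chromosome 5 from 148327410 to 148399904) and Hmgb1 were the lower genes, and Slc7a1 fell from 5.01 ± 1.00 to 1.24 ± 0.0857 FPKM (SD, n = 3), a log2 fold change of -1.41 (standard error 0.13, limma adjusted p = 0.00372, range 0.000396 to 0.0676).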

In exploring the intracellular targets of Slit2 in the protected myocardium, we identified 385, 646, 112, 183, and 431 DEGs from among the downregulated DEGs in the C57-IR vs. C57-non-IR comparison, the upregulated DEGs in the C57-IR vs. C57-non-IR comparison, the downregulated DEGs in the Slit2-IR vs. C57-IR comparison, the upregulated DEGs in the Slit2-IR vs. C57-IR comparison, and the up-/downregulated DEGs in the Slit2-non-IR vs. C57-non-IR comparison, respectively (Figures 4A,B and Supplementary Table S4). 

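The intersection of genes higher in C57-IR than in C57-non-IR hearts and lower in Slit2-IR than in C57-IR hearts, leaving out genes that differed without IR, held 0 genes at an adjusted p under 0.05 and 35 genes at an unadjusted p under 0.05 in limma's test. The opposite intersection, lower with IR and higher with Slit2, held 0 genes at the adjusted and 36 at the unadjusted threshold. The first count at the unadjusted threshold rose to 158 without C57-IR replicate 1 and fell to 19 without C57-non-IR replicate 2, and the second ranged from 18 to 65 over the fits that each left out a library. The C57-IR libraries enter both comparisons, so a chance value in them moves a gene in opposite directions and adds genes to these intersections. In 100 simulations that kept the IR effect and gave Slit2 none, the median was 65.5 genes for the first intersection (range 0 to 354). It was 79 for the second (range 0 to 322). With neither effect the medians were 32.5 and 30. Ranges this wide hold the observed counts and many others, so they do not exclude an effect of Slit2.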

By using Venn diagram analysis (Figures 4A,B), we identified 18 genes (6 upregulated and 12 downregulated) that might be regulated by Slit2 to protect the post-IR myocardium. 

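Of the 12 genes higher and 6 genes lower with IR that the paper draws from these intersections, Srp54a has 2 identifiers in the files and was not counted. The other 11 genes of the first kind included mt-Co1, P2ry10, Tmem88b, Igtp, Rasgrp1, Cd274, Slamf7, H2-Q6, Ccl24 and H2-Q7. All 11 were higher in C57-IR than in C57-non-IR hearts and lower in Slit2-IR than in C57-IR hearts. The rise with IR had an unadjusted p under 0.05 in limma's test for 8 of them, the fall with Slit2 for 6, and both for Igtp, H2-Q7, Cd274, Tmem88b, P2ry10 and Rasgrp1. For Gdf10, Disc1, Irx2, Acot11, Trim7 and Wisp2, lower with IR and higher with Slit2, the numbers were 6 and 5. With the replicate number as a block, Slamf7 and Wisp2 also had an unadjusted p under 0.05 for Slit2, which gave 7 of 11 and 6 of 6 genes. None passed the adjusted threshold, with adjusted p-values of 0.107 to 0.873 for IR and 1.00 for Slit2. Groups did not overlap for 7 of 11 and 6 of 6 genes under IR and for 3 of 11 and 5 of 6 genes under Slit2. The study chose these genes from the same libraries by both comparisons, so the 10% that chance gives for unselected genes is no baseline for these counts, and their values are no independent evidence. Median log2 fold changes with IR and with Slit2 were 0.62 and -0.48 for the first kind and -0.55 and 0.46 for the second. All 11 genes of the first kind had their highest FPKM of all 12 libraries in C57-IR replicate 2. Without that library their medians were 0.35 and -0.21, and only P2ry10 had an unadjusted p under 0.05 in both comparisons. The number of these 11 genes with an unadjusted p under 0.05 for Slit2 fell from 6 to 2 without Slit2-IR replicate 1. It was also 2 in the fits of only the 6 libraries compared. Of the second kind, the number for Slit2 fell from 5 to 2 without Slit2-IR replicate 1 or 2. It fell to 3 without Slit2-IR replicate 3 or any single C57-IR library. For the interaction of Slit2 and IR, P2ry10 of the first kind and Gdf10, Disc1, Trim7 and Wisp2 of the second had an unadjusted p under 0.05, 5 of the 17 genes. H2-Q6 and H2-Q7 are near-identical copies between which reads can be split.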

The genes are shown in Figure 4C.

**FIGURE 4:**
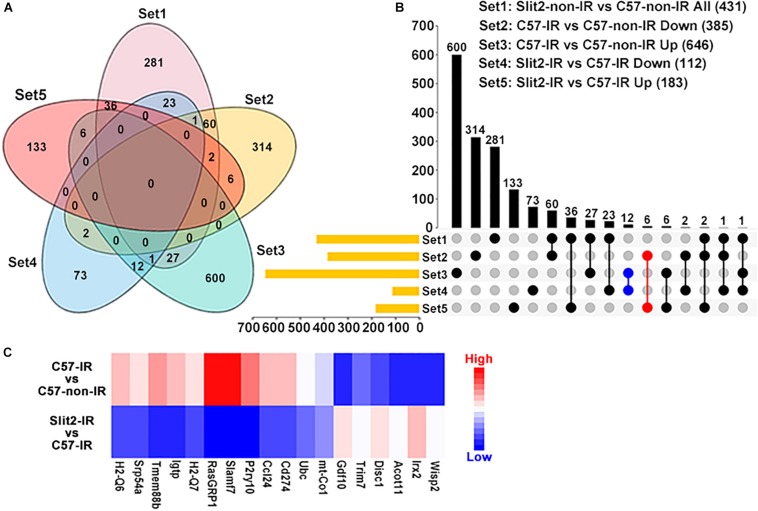
Gene expression profiles of C57BL/6J and Slit2-Tg hearts subjected or not subjected to ischemia–reperfusion (IR) (*n* = 3 per group), as determined by RNA sequencing analysis. **(A)** Venn diagram of the differentially expressed genes (DEGs) in all comparisons, including all DEGs in the Slit2-non-IR vs. C57-non-IR comparison (pink), the upregulated DEGs in the C57-IR vs. C57-non-IR comparison (green), the downregulated DEGs in the C57-IR vs. C57-non-IR comparison (orange), the upregulated DEGs in the Slit2-IR vs. C57-IR comparison (red), and the downregulated DEGs in the Slit2-IR vs. C57-IR comparison (blue). **(B)** UpSet plot displaying the number of DEGs between groups for each intersection. The blue dots represent the genes (12) at the intersection between the downregulated DEGs in the Slit2-IR vs. C57-IR comparison and the upregulated DEGs in the C57-IR vs. C57-non-IR comparison, and the red dots represent the genes (6) at the intersection between the upregulated DEGs in the Slit2-IR vs. C57-IR comparison and the downregulated DEGs in the C57-IR vs. C57-non-IR comparison; both exclude overlap with all DEGs in the Slit2-non-IR vs. C57-non-IR comparison. **(C)** Heatmap displaying the fold changes in 18 genes obtained from the Venn diagram analysis. DEGs with log2 (fold change) values > 0 are indicated in red, and those with log2 (fold change) values < 0 are indicated in blue; a darker color indicates a higher *P-*value.

The expression of the two genes most affected by Slit2 overexpression post IR (Slamf7 and RasGRP1) was verified using RT-qPCR and Western blotting. 

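In the RNA sequencing data, Slamf7 (ENSMUSG00000038179, chromosome 1 from 171632403 to 171653035) had an FPKM of 0.146 ± 0.0847 in C57-non-IR, 0.818 ± 0.608 in C57-IR, 0.162 ± 0.0867 in Slit2-non-IR and 0.340 ± 0.210 in Slit2-IR hearts (SD, n = 3). The 3 C57-IR hearts had 0.413, 1.52 and 0.525. The log2 fold change with IR in C57BL/6J hearts was 0.62 (standard error 0.19, limma unadjusted p = 0.00675, adjusted p = 0.238). Between Slit2-IR and C57-IR hearts it was -0.40 (standard error 0.19, limma unadjusted p = 0.0537, adjusted p = 1.00), and the groups overlapped. With the replicate number as a block, the standard error was 0.14 and the limma unadjusted p 0.0164, with an adjusted p of 0.999. Without C57-IR replicate 2 this difference was -0.14. Rasgrp1 (ENSMUSG00000027347, chromosome 2 from 117279993 to 117343001) had 0 to 23 reads per library. Its FPKM was 0.0262 ± 0.0321, 0.153 ± 0.0583, 0.0340 ± 0.0249 and 0.0604 ± 0.0329 in the same order of groups (SD, n = 3). The log2 fold change was 0.17 with IR (standard error 0.05, limma unadjusted p = 0.00443, adjusted p = 0.194) and -0.12 between Slit2-IR and C57-IR hearts (standard error 0.05, limma unadjusted p = 0.0268, adjusted p = 1.00). Ranked by the size of the Slit2 effect among the 17 genes with a single identifier, Rasgrp1 was number 17 and Slamf7 number 10 on the log2(FPKM + 1) scale. In limma-voom on the recovered reads, chosen after the data were seen, they were numbers 1 and 3, with log2 fold changes of -1.35 and -1.15.

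**Figure D2:**
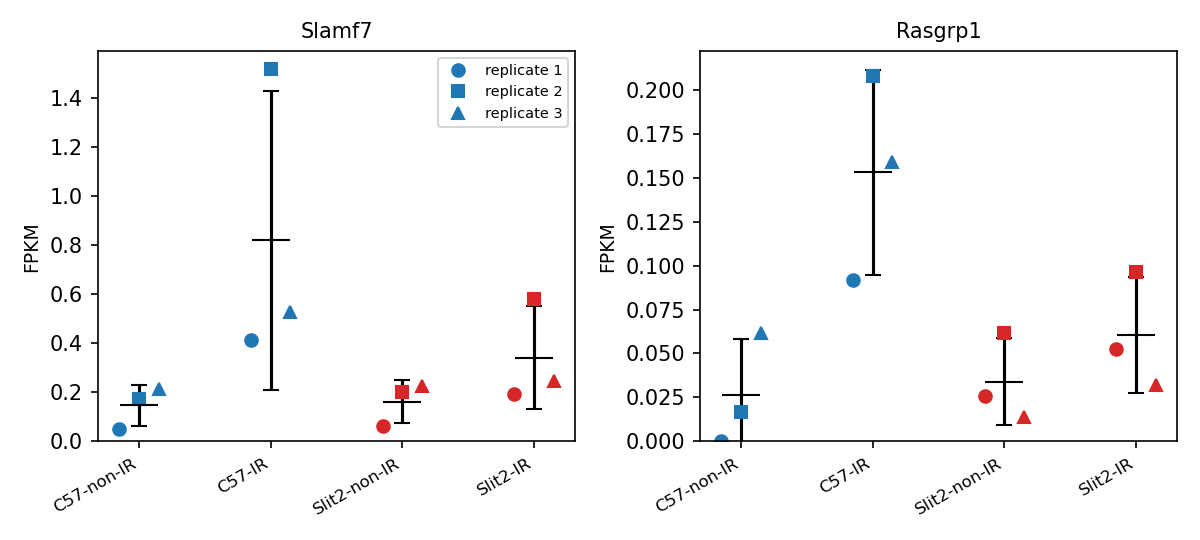
FPKM of Slamf7 and Rasgrp1 (y axes, starting at 0) in the 4 groups (x axis). Points are libraries (circle, square and triangle for replicates 1, 2 and 3, blue for C57BL/6J and red for Slit2-Tg), bars are group means and error bars are SD with n = 3; the highest Slamf7 value, 1.52, is C57-IR replicate 2.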

The gene expression and protein expression of Slamf7 were both upregulated by IR in C57BL/6J hearts, but Slit2 overexpression blunted this upregulation in post-IR conditions (Figures 5A,F,G). No differences in RasGRP1 were detected between the groups (Figures 5B,F,H). In addition, RT-qPCR and Western blotting were used to determine the gene and/or protein expression of the Slit2-C fragment and Robo receptors. The protein expression of Slit2-C did not differ between the groups (Figure 5I). Robo1 expression did not change in C57BL/6J hearts after IR but was activated in post-IR Slit2-Tg hearts (Figure 5C). Robo2 was not different between any groups (Figure 5D). Robo4 was upregulated by IR in C57BL/6J hearts, but the IR-induced increases were blunted in Slit2-Tg hearts (Figure 5E). Therefore, we identified Robo1, Robo4, and Slamf7 to be regulated by Slit2 in post-IR hearts.

**FIGURE 5:**
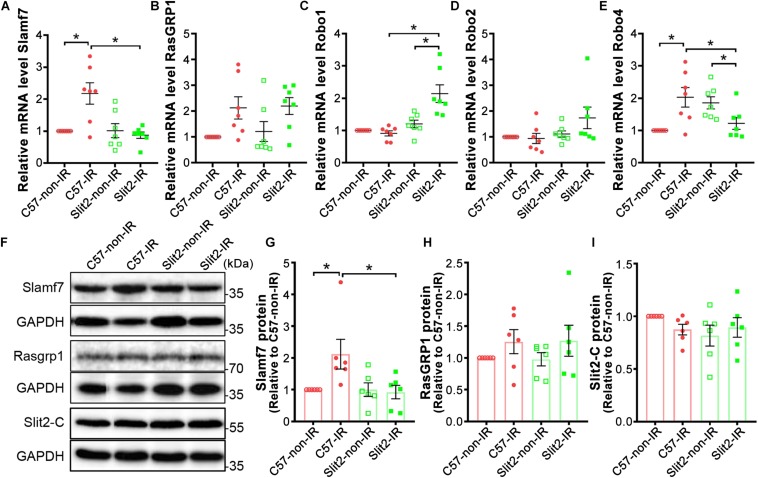
Expression of Slamf7, RasGRP1, Robos, and the Slit2-C fragment in C57BL/6J and Slit2-Tg hearts. **(A–E)** Gene expression of Slamf7 **(A)**, RasGRP1 **(B)**, Robo1 **(C)**, Robo2 **(D)**, and Robo4 **(E)**. *n* = 7 mice per group. **(F)** Representative Western blots of Slamf7, RasGRP1, Slit2-C, and GAPDH (the loading control). **(G–I)** Quantitative results for Slamf7 **(G)**, RasGRP1 **(H)**, and the Slit2-C fragment **(I)** normalized to GAPDH. The values are relative to those in the C57-non-IR group. *n* = 6 mice per group. All data are presented as the mean ± SEM; *P < 0.05 between the groups (two-way ANOVA, Tukey’s multiple comparisons test).

A previous study has shown that Slit-Robo signaling plays anti-inflammatory roles, and our RNA sequencing data indicated that Slit2 overexpression reduced inflammatory responses in post-IR conditions (Figure 3D and Supplementary Table S3). In addition, RNA sequencing and expression verification confirmed that Slamf7 was an effector of Slit2 overexpression. 

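In the lists fixed in advance, 29 of 46 inflammation genes were lower in Slit2-IR than in C57-IR hearts (camera p of 0.0136, Benjamini-Hochberg value 0.0271) and 39 of 41 interferon-gamma genes were lower (camera p of 4.52e-11, Benjamini-Hochberg value 5.43e-10). No gene of either list passed the threshold when adjusted over all genes or adjusted over the list alone, and 1 inflammation gene and 7 interferon-gamma genes had an unadjusted p under 0.05 in limma's test. With the replicate number as a block, 3 inflammation genes had one. The set p-values with the correlation estimated from the data were 0.594 and 0.142, and those from fry were 0.694 and 0.255. Taken as the mean of the list in each library, the inflammation list was 0.62 ± 0.58 in C57-IR and 0.52 ± 0.17 in Slit2-IR hearts (SD, n = 3, two-sided exact permutation test, p = 0.9), and the interferon-gamma list was 0.28 ± 0.45 and 0.02 ± 0.14 (SD, n = 3, two-sided exact permutation test, p = 0.5). The 3 C57-IR libraries lay at 0.09, 1.23 and 0.55 for inflammation and at -0.08, 0.79 and 0.14 for interferon-gamma. Without C57-IR replicate 2, the highest of them, the inflammation list was higher in Slit2-IR hearts (camera p of 0.000598). For interferon-gamma the Slit2-IR libraries lay at -0.13, 0.05 and 0.15. C57-IR replicates 1 and 3 lay within that range, so the lower interferon-gamma mean of Slit2-IR hearts rested on C57-IR replicate 2.

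**Figure D3:**
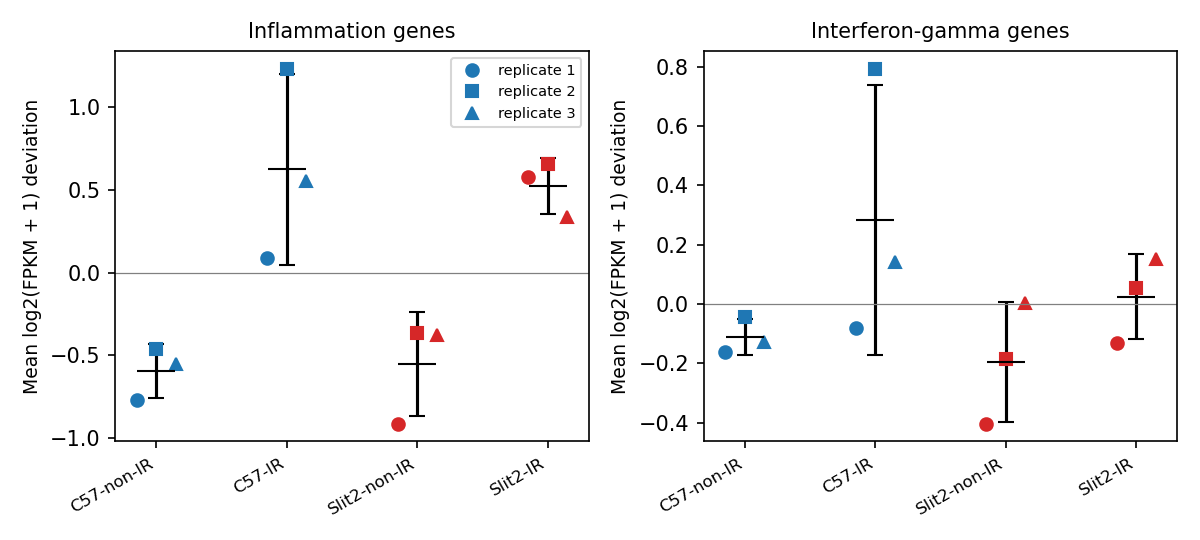
Mean deviation of the inflammation and interferon-gamma lists in each library, in log2(FPKM + 1) relative to each gene's mean over the 12 libraries (y axis), by group (x axis). Points are libraries (circle, square and triangle for replicates 1, 2 and 3, blue for C57BL/6J and red for Slit2-Tg), bars are group means and error bars are SD with n = 3; C57-IR replicate 2 is the highest library in both panels, at 1.23 and 0.79.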

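In Slit2-Tg hearts alone, the log2 fold change of Slamf7 with IR was 0.20 (standard error 0.19, limma unadjusted p = 0.314, adjusted p = 0.784). The interaction, which tests whether the IR response of Slamf7 differed between Slit2-Tg and C57BL/6J hearts, was -0.42 on the log2 scale (standard error 0.26, limma unadjusted p = 0.137, adjusted p = 1.00). It ranged from -0.58 to -0.16 when each library was left out in turn, with the value nearest 0 without C57-IR replicate 2.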

Slamf7 is known to be expressed on immune cells (Malaer and Mathew, 2017). Thus, we further investigated the inflammatory responses within cells. First, we found that Slamf7 was diffusely distributed in cardiomyocytes in C57BL/6J hearts. The expression of Slamf7 increased significantly when the myocardium was subjected to IR, but this activation was suppressed by Slit2 overexpression (Figures 6A,C). These results were consistent with the Western blot and RT-qPCR findings (Figures 5A,F,G). Moreover, we found that Slit2 overexpression inhibited the IR-induced nuclear translocation of NFκB p65 in cells (mainly fibroblasts) (Figures 6B,D).

**FIGURE 6:**
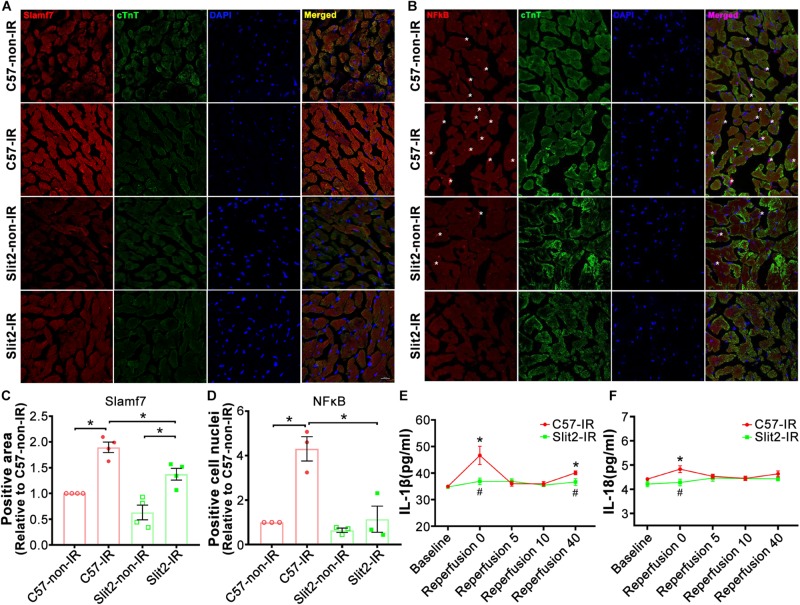
Immunofluorescence staining of Slamf7 and NFκB in the myocardium. **(A–D)** Representative confocal images of Slamf7 (red) **(A)** and NFκB p65 (red) **(B)** in the left ventricular myocardium in C57BL/6J and Slit2-Tg mice. Images of cTnT staining (green), nuclear staining (blue), and merged staining are displayed. Scale bar = 100 nm. The relative levels of Slamf7 were calculated by determining the Slamf7 + area as a percentage of the cTnT + area **(C)**, and the relative levels of NFκB p65 were calculated by determining the number of NFκB p65 + DAPI + cell nuclei (asterisk) as a percentage of the number of DAPI + cell nuclei **(D)**. *n* = 3–4 mice per group. All data are presented as the mean ± SEM; *P < 0.05 between the groups (two-way ANOVA, Tukey’s multiple comparisons test). **(E,F)** Release of the inflammatory cytokines IL-1β **(E)** and IL-18 **(F)** at different time points of reperfusion. *n* = 5 mice per group. All data are presented as the mean ± SEM; *P < 0.05 vs. baseline; ^#^*P* < 0.05 vs. reperfusion at 0 min (unpaired Student’s *t*-test).

The levels of the cytokines IL-1β and IL-18 did not differ between C57BL/6J and Slit2-Tg heart perfusates at baseline. At the beginning of reperfusion, the release of IL-1β sharply increased before exhibiting a U-shaped change in C57BL/6J hearts, but Slit2-Tg hearts showed smaller increases, and the levels rapidly returned to baseline levels during reperfusion (Figure 6E). Elevations in IL-18 release were seen in C57BL/6J hearts but not in Slit2-Tg hearts at the beginning of reperfusion (Figure 6F). The above results establish that Slit2 plays an anti-inflammatory role during IR.

### Slit2 Regulates Myofilament-Associated PKC in Post-IR Hearts

In previous experiments, we found that Slit2 improved contractile function, protected cardiac tissues (Figures 1, 2), and shifted gene expression profiles to enhance the regulation of cardiac contraction (Figure 3C). Consequently, we investigated myofilament-associated PKA and PKC and their counterparts PP type 1 (PP1) and PP2A, which are known to be activated during IR and to regulate cardiac contraction (Lochner et al., 1999; Armstrong, 2004; Nicolaou et al., 2009). Here, we found that myofilament-associated PKCδ was significantly upregulated in C57BL/6J hearts after IR, but the increases in PKCδ were blocked by Slit2 post IR (Figure 7B). Slit2 did not fully block the IR-induced upregulation of PKCε in C57BL/6J mice (Figure 7A). The IR-induced increases in myofilament-associated PKA and PP2A were not altered by Slit2 overexpression post IR (Figures 7C,E). The expression of myofilament-associated PP1α was not different between any groups (Figure 7D). The above results establish that Slit2 targets myofilament-associated PKC phosphorylation signaling in the post-IR myocardium.

**FIGURE 7:**
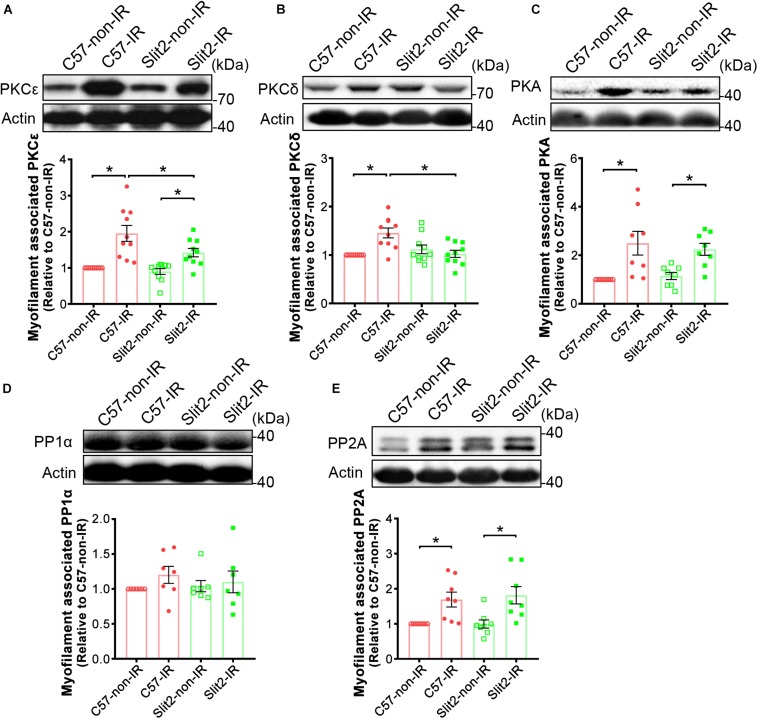
Expression of myofilament-associated PKCs, PKA, and PPs. Cardiac myofilaments were probed for **(A)** PKCε, **(B)** PKCδ, **(C)** PKA, **(D)** PP1α, and **(E)** PP2A in C57BL/6J and Slit2-Tg hearts subjected or not subjected to IR. The protein expression levels were normalized to those in non-ischemic C57BL/6J hearts. *n* = 7–10 mice per group. All data are presented as the mean ± SEM; *P < 0.05 between the groups (two-way ANOVA, Tukey’s multiple comparisons test).

### Slit2 Suppresses cTnI Ser43 Phosphorylation and Maintains Myofilament Contractile Function

Several cardiac myofilament proteins, including cTnI, cTnT, MyBP-C, and desmin, can be targeted by protein kinases (Mohamed et al., 1998; Solaro, 2008; Streng et al., 2013). Following identification of myofilament-associated PKC regulation by Slit2, we explored myofilament phosphorylation levels and specific sites affected by Slit2 in the post-IR myocardium. We found that cTnI phosphorylation was increased in both post-IR C57BL/6J and Slit2-Tg hearts, but the increase was relatively suppressed in post-IR Slit2-Tg hearts (Figures 8A,B). MyBP-C phosphorylation was decreased in C57BL/6J and Slit2-Tg hearts after IR, and the decreases did not differ between the groups (Figures 8A,B). Desmin and cTnT did not show any differences between the groups (Figures 8A,B). Moreover, we found that the phosphorylation levels of cTnI at Ser43 were higher than baseline levels in post-IR C57BL/6J hearts, but Slit2 significantly decreased the IR-induced phosphorylation at this site (Figures 8C,E). These changes were consistent with the findings for cTnI phosphorylation. cTnI phosphorylation at Ser23/24 did not differ between any groups (Figures 8C,D). Thus, we identified that cTnI Ser43 was targeted by Slit2 during IR, and this site is known for phosphorylation by PKCs. Given the findings regarding the activation of myofilament-associated PKC, we conclude that Slit2 regulates myofilament activation at least in part by targeting PKC-dependent cTnI phosphorylation.

**FIGURE 8:**
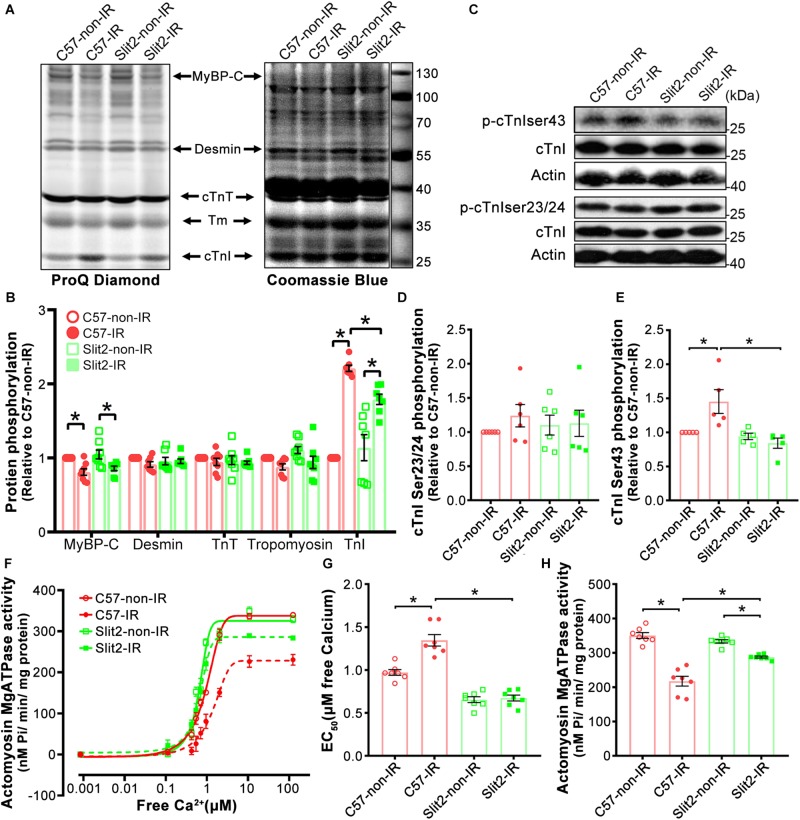
Myofilament phosphorylation and contractile properties. **(A)** ProQ phosphorylation analysis and Coomassie staining of cardiac myofilament proteins after IR. **(B)** Phosphorylation levels of MyBP-C, desmin, cTnT, and cTnI. *n* = 7–8 mice per group. **(C–E)** Representative Western blots of cTnI phosphorylation **(C)** and quantification of cTnI phosphorylation at Ser23/24 **(D)** and Ser43 **(E)**. *n* = 5–6 mice per group. **(F)** Illustrations of actomyosin MgATPase activity in each group. **(G)** Myofilament EC_50_ values (indicators of myofilament calcium sensitivity). **(H)** Maximum actomyosin MgATPase activity. *n* = 7 mice per group. All data are presented as the mean ± SEM; *P < 0.05 between the groups (two-way ANOVA, Tukey’s multiple comparisons test).

Myofilament contractile properties (maximum actomyosin MgATPase activity and calcium sensitivity) were examined to further explain the post-IR protective effects of Slit2. We found that while maximum actomyosin MgATPase activity did not differ among non-ischemic hearts (Figures 8F,H), Slit2-Tg hearts had higher calcium sensitivity than C57BL/6J hearts (Figure 8G). Maximum actomyosin MgATPase activity decreased significantly in both C57BL/6J and Slit2-Tg hearts post IR, but Slit2-Tg hearts maintained relatively higher contractility than C57BL/6J hearts (Figures 8F,H). The calcium sensitivity of C57BL/6J myofilaments was significantly decreased after IR, but it was not altered in post-IR Slit2 myofilaments (Figure 8G). In summary, Slit2 protects myofilament contractile function in post-IR hearts, and this effect is associated with Slit2-mediated depression of cTnI phosphorylation.

## Discussion

Our current study demonstrates that Slit2 overexpression protects hearts against IR injury by maintaining postischemic contractile function and reducing tissue damage. The beneficial effects of Slit2 post IR were confirmed by evaluating cardiac contractile function, cellular structure, anti-inflammatory responses of the myocardium, and myofilament phosphorylation status and contractile properties. The proposed mechanisms for the cardioprotective effects of Slit2 in the post-IR myocardium are shown in Figure 9. Briefly, Slit2 overexpression inhibits the expression of the membrane receptors Robo4 and Slamf7 but activates Robo1, which in turn blocks the nuclear translocation of NFκB p65 and impedes the release of IL-1β and IL-18 from cells in post-IR hearts. Next, Slit2 regulates intracellular signaling pathways to attenuate the increases in myofilament-associated PKC levels and cTnI Ser43 phosphorylation in the post-IR myocardium, maintaining myofilament contractility and calcium sensitivity. Our study establishes, for the first time, that Slit2 protects hearts against IR injury and regulates myofilament phosphorylation post IR.

**FIGURE 9:**
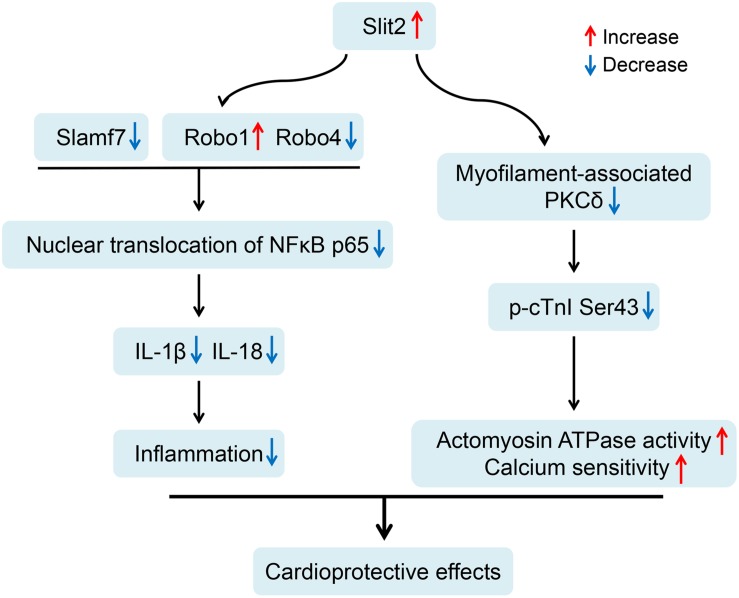
Proposed cardioprotective mechanisms of Slit2 in the post-ischemia–reperfusion (IR) myocardium. Slit2 overexpression inhibits the expression of the membrane receptors Robo4 and Slamf7 but activates Robo1, which in turn blocks the nuclear translocation of NFκB p65 and impedes the release of IL-1β and IL-18 from the cells in post-IR hearts. Next, Slit2 regulates intracellular signaling pathways to attenuate the increases in myofilament-associated PKC levels and cTnI Ser43 phosphorylation in the post-IR myocardium, maintaining myofilament contractility and calcium sensitivity.

The Slit2-Robo signaling pathway has also been implicated in the response to IR injury in other organ systems. For example, Slit2 levels in the brain increase following ischemic injury (Park et al., 2016), and Slit2 is a crucial element in glial scar formation and brain remodeling in response to ischemic stroke (Jin et al., 2016). Slit2 has been shown to antagonize the actions of neutrophils in the kidney and protect against IR (Chaturvedi et al., 2013). The mechanisms of renal IR injury are similar to those of cardiac IR injury: ATP depletion, ROS generation, ionic dysregulation, and increased inflammatory cytokine and chemokine production. Thus, Slit2 might offer similar protection against IR injury in the heart through similar mechanisms. Moreira et al. (2014) found that changes in Slit2 levels associated with peptide treatment were correlated with cardiac recovery following sepsis, but the authors did not test whether increases in Slit2 were sufficient to mediate cardioprotection. Our current study is the first to show that increased expression of Slit2 protects against cardiac IR injury and supports the therapeutic potential of Slit2 treatment for a variety of ischemic injuries. One potential limitation for the translation of Slit2 treatment might be the inhibitory effects of Slit2 on the immune system. Interestingly, the effects of Slit2 on neutrophils in the kidney in response to IR do not negatively impact innate immune neutrophil functions, showing that Slit2-focused treatments do not increase the risk of opportunistic infections (Chaturvedi et al., 2013). Furthermore, acute application of Slit2 agonists around the time of reperfusion may be a therapeutic approach that avoids any immune complications that could limit the potential of chronic Slit2 treatment.

Investigation into the inflammatory response machinery supported our above conclusions about an antagonistic role for Slit2 in postischemic immune activation. RNA sequencing analysis showed that hearts overexpressing Slit2 were sensitive to external stimuli, resisted inflammatory insults, and exhibited improved cell survival. Among the 12 genes that were upregulated during IR, 7 were inflammatory genes (Ubc, Cd274, Ccl24, Slamf7, H2Q7, Igtp, and H2Q6) (Figure 4C). 

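These 7 genes were higher in C57-IR than in C57-non-IR hearts with a median log2 fold change of 0.74, and 5 had an unadjusted p under 0.05 in limma's test. Between Slit2-IR and C57-IR hearts the log2 fold changes ranged from -0.69 for Igtp to -0.40 for Slamf7, with a median of -0.54, and 3 genes had an unadjusted p under 0.05, or 4 with the replicate number as a block. Of the 7, 0 passed the adjusted threshold in either comparison. Groups did not overlap for 3 genes under IR and for 1 under Slit2. Since the study chose the genes from the same libraries, the 10% that chance gives for unselected genes is no baseline here. In the 3 C57-IR libraries, Igtp had FPKM values of 9.10, 17.7 and 5.59, and Ccl24 had 5.18, 16.6 and 7.01. Without C57-IR replicate 2 the medians were 0.45 and -0.21, and 2 and 0 genes had an unadjusted p under 0.05. The interaction had an unadjusted p under 0.05 for 0 of the 7 genes.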

In this study, we also found that Slit2 blocked the nuclear translocation of NFκB p65 in both cardiomyocytes and fibroblasts, indicating that multiple cell types might be involved in Slit2-induced cardioprotective effects. These findings are consistent with those of Pilling et al. (2014), who reported that Slit2 has direct inhibitory effects on fibrosis. Furthermore, we found that Slamf7, a receptor expressed on natural killer (NK) cells, B cells, T cells, NK T cells, dendritic cells, and monocytes, is involved in functional regulation in the post-IR myocardium. This is the first study to show that Slamf7 is present in cardiomyocytes and is linked to IR injury and Slit2-regulated cardioprotection. It has previously been shown that cleaved Slamf7 promotes the growth of multiple myeloma (Kikuchi et al., 2020) and that inhibition of SLAMF7 blocks adhesion of multiple myeloma cells to bone marrow stromal cells (Bouchon et al., 2001; Hsi et al., 2008). Slamf7 has been found to regulate PLCγ and PI_3_K in human NK cells (Tassi and Colonna, 2005) and to be upregulated in cultured neonatal cardiomyocytes following acute cathepsin G exposure (Shukla et al., 2018). These findings suggest that Slamf7 can be present in cardiomyocytes and that it responds to various stresses. The mechanisms associated with the interaction of Slamf7 with intracellular signaling pathways and the cardiac expression/translocation of Slamf7 need to be further explored.

Roman et al. (2004) found that inhibition of PKC-mediated phosphorylation of cTnI improves cardiac performance. We observed that the levels of myofilament-associated PKCs were significantly increased by IR, but such increases were suppressed by Slit2 overexpression; consistent with these findings, Slit2 attenuated the upregulated phosphorylation of cTnI Ser43, a PKC phosphorylation site in the post-IR myocardium. Thus, our results suggest that the suppression of Slit2-regulated PKCs plays crucial roles in cardioprotection post IR. Additionally, PKC can directly interact with cytokines, as its activation is essential for the synthesis of cytokines such as TNF-α, IL-1β, and IL-6 in human monocytes (Kontny et al., 1999), suggesting that other mechanisms beyond those investigated in our study might be involved in Slit2-regulated PKC signaling. Furthermore, the levels of myofilament-associated PKA and PP2A were increased in the post-IR myocardium in C57BL/6J mice, but these changes were not modified by Slit2. This finding suggests that PKA and PP2A might not be crucial effectors of Slit2 in the postischemic heart.

Myofilament phosphorylation status is critical for normal contractile function (Verduyn et al., 2007; Kooij et al., 2010). In the present study, we found that the increases in cTnI phosphorylation post IR could be attenuated by Slit2, which supports claims that cTnI phosphorylation status is the key player in determining cardiac contractile function (McDonough and Van Eyk, 2004; Heijman et al., 2013). Furthermore, we identified the Ser43 site of cTnI as a downstream target of Slit2 and determined cTnI phosphorylation levels in post-IR Slit2-Tg hearts. Phosphorylation of cTnI Ser43/45 sites increases force in response to phenylephrine (Montgomery et al., 2002) and reduces ATPase activity (Jideama et al., 1996). Here, we found that altered cTnI phosphorylation was associated with preserved actomyosin MgATPase activity and calcium sensitivity in post-IR Slit2-Tg hearts. Thus, we clearly show that Slit2 targets myofilament phosphorylation, which plays crucial roles in maintaining myofilament contractile properties after IR injury.

In conclusion, we demonstrate that Slit2 protects cardiac function and reduces IR injury and that these effects are regulated by Slit2 interaction with membrane receptors that inhibit inflammatory responses and maintain myofilament contractile properties. This is the first study to show that Slit2 can protect hearts against IR injury and to identify that myofilament phosphorylation is regulated by Slit2.

## Limitations of the Study

The Slit2-Tg mice were constructed using a CMV promoter. Niwa et al. (1991) developed the CMV vector system, which has been widely used to stably express foreign genes in mammalian models and normal cells. However, as a non-tissue-specific promoter, CMV might drive Slit2 expression in multiple organs and multiple cell types within an organ. In this study, Slit2 overexpression was driven by the CMV promoter, suggesting that Slit2 might play roles in all types of cells residing in the heart, such as cardiomyocytes, fibroblasts, and endothelial cells. When interpreting the results of this study, we should consider the overall effects of Slit2 on cardiac tissues, not limiting our conclusions to cardiomyocytes. In addition, an isolated perfused heart model that represents an acute ischemic condition was used in this study to understand the cardioprotective mechanisms of Slit2. The effects of Slit2 during chronic ischemia need to be further investigated. It is anticipated that an *in vivo* model will help to reveal the long-term effects of Slit2.

In this study, although the contractile phenotype is consistent with phosphorylation of Ser43/45 on cardiac troponin I (cTnI), some regulation mechanisms regarding Slit2-induced myofilament phosphorylation were not clear. For example, cTnI Thr144 is phosphorylated by PKC under acidosis, a condition induced by ischemia (Engel et al., 2009). Although it exhibits functions different from those of cTnI Ser43/45 after phosphorylation, this site might contribute to the functional adaptation regulated by Slit2 post IR. Besides cTnI, other myofilaments including MyBP-C (Mohamed et al., 1998) and cTnT (Jideama et al., 1996) were targeted by PKC. Although we did not detect the overall changes in the phosphorylation levels of these myofilaments in the post-IR myocardium, PKC might collaborate with other protein kinases and phosphatases to exert the effects. Another unclear mechanism is the roles of MyBP-C dephosphorylation in the IR context. We found that MyBP-C was dephosphorylated in post-IR Slit2-Tg hearts, which contrasts with previous reports showing that MyBP-C dephosphorylation is associated with heart dysfunction (Sadayappan et al., 2006). Thus, further study is needed for evaluating the roles of the site-specific and/or PKC-dependent myofilament phosphorylation in the Slit2-regulated post-IR cardiac function.

## Data Availability Statement

The RNA sequencing data has been deposited in the Gene Expression Omnibus (accession: GSE133796).

## Ethics Statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee (No. IACUC2017002).

## Author Contributions

FY, RH, PB, and XL designed and initiated the project. XL, SZ, WT, HC, XHL, JW, TL, and XR were responsible for the laboratory experiments, data analysis, and animal care. WP and LW provided critical comments during manuscript preparation. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Slit2 Protects Hearts Against Ischemia-Reperfusion Injury by Inhibiting Inflammatory Responses and Maintaining Myofilament Contractile Properties
**Source:** Front Physiol. 2020 Mar 27;11:228. doi: 10.3389/fphys.2020.00228
**Supplement:** Supplementary file 1

**
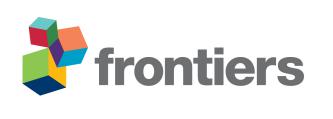
**

Supplementary Material

**Supplementary Materials and Methods**

**Semi-quantitative PCR assays**

Total RNA extracted from the left ventricle was subjected to reverse transcription and semi-quantitative PCR. The cycles were as follows: 95°C for 5 min (1 cycle); 95°C for 45 sec, 60°C for 35 sec, and 72°C for 1 min (30 cycles); and 72°C for 10 min. The PCR products were resolved on 2% agarose gels. The product bands were detected using a Gel Doc™ XR+ Gel Documentation System (Bio-Rad Laboratories Ltd., USA). Gene expression levels were normalized to the internal control gene GAPDH. All procedures were performed according to the manufacturer’s instructions, and the primer sequences were as follows: a) Slit2, forward 5’-GCGAAGCTATACAGGCTTGAT-3’ and reverse 5’-TGCAGTCGAAAAGTCCTAAGTTT-3’; b) GAPDH, forward 5’- TGGATTTGGACGCATTGGTC-3’ and reverse 5’-TTTGCACTGGTACGTGTTGAT-3’.

**Echocardiography**

C57BL/6J and Slit2-Tg mice were continuously anesthetized by inhaling 2% isoflurane and were maintained at 37°C using a heating plate. The B-mode and M-mode images were acquired with a Vevo 2100 system equipped with a 30-MHz high frequency transducer (FUJIFILM VisualSonics, Canada). HR, cardiac output (CO), left ventricular ejection fraction (LVEF), LV shortening fraction (LVFS), and LV volume at the end of diastole (LVVd) or at the end of systole (LVVs) were analyzed with Vevo 2100 Lab software (FUJIFILM, VisualSonics, Canada).

**
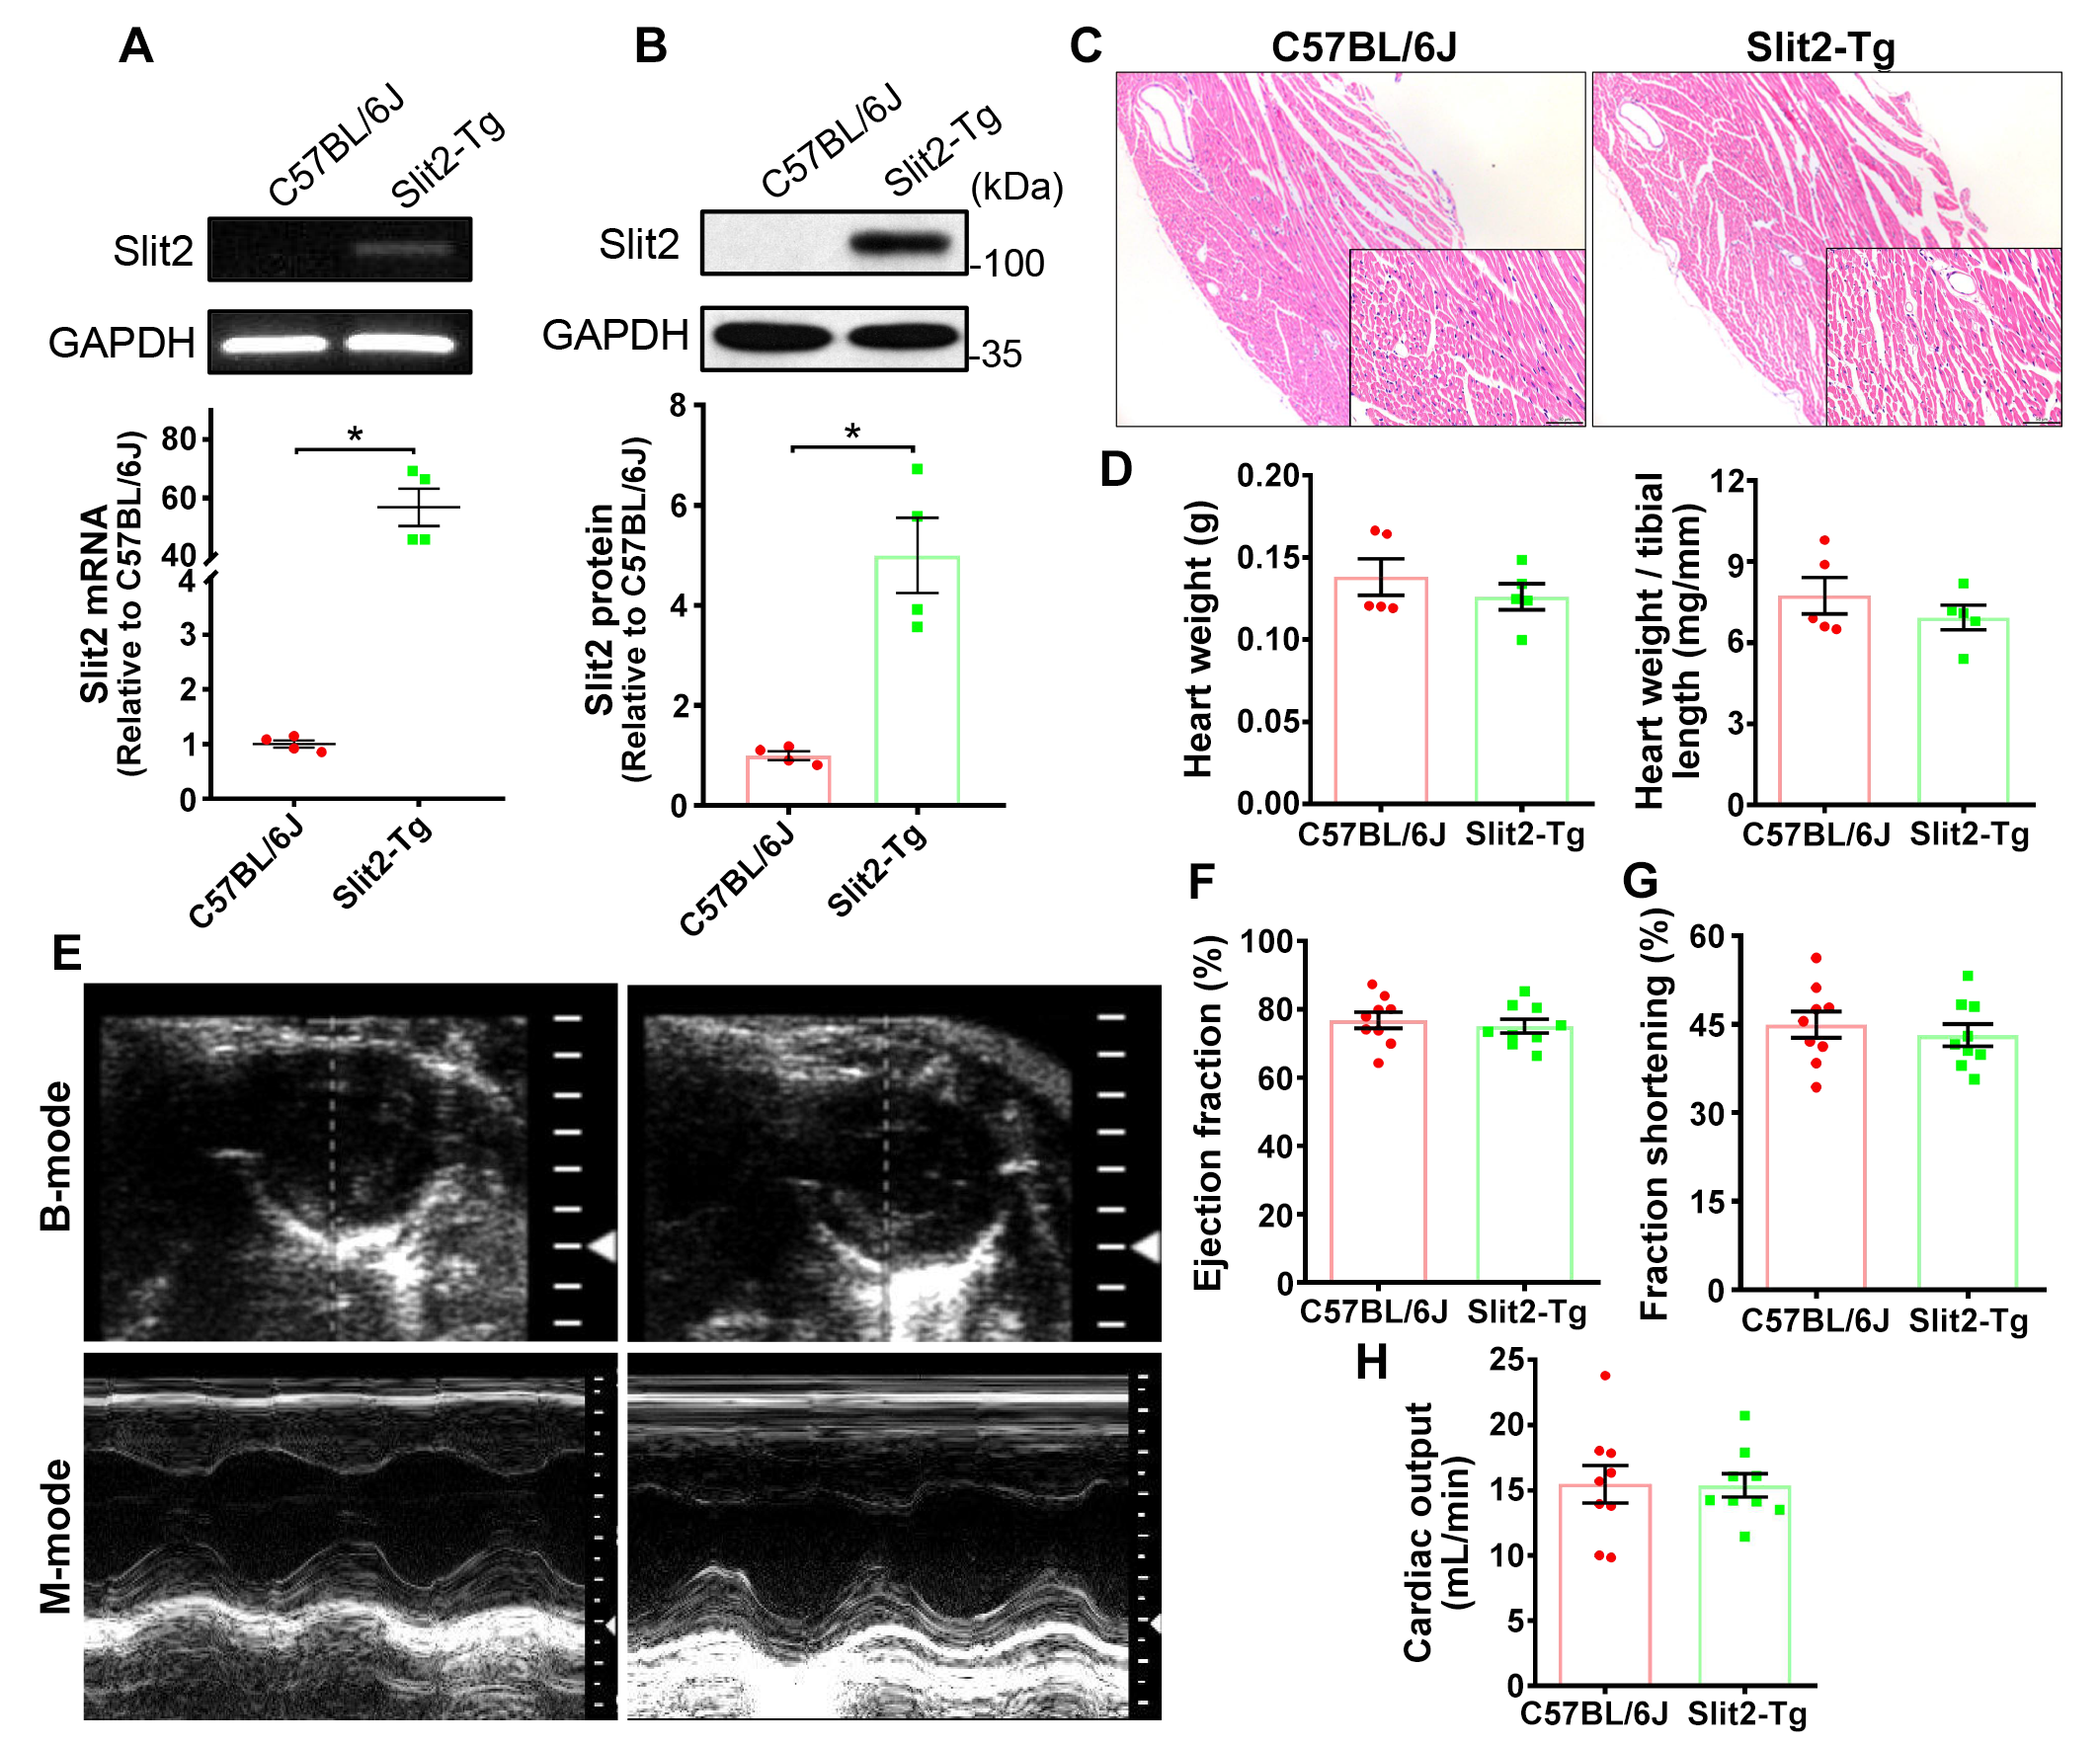
**

**Supplementary figure 1. Gene and protein expression of Slit2 in the myocardium and cardiac phenotypes of Slit2-Tg hearts.** (**A**) Semi-qPCR for Slit2 mRNA levels in C57BL/6J and Slit2-Tg hearts. A bar graph of the expression levels is shown. n = 4 mice per group. (**B**) Western blotting for Slit2 protein levels in C57BL/6J and Slit2-Tg hearts. A bar graph of the expression levels is shown. n = 4 mice per group. (**C**) Light microscopy of HE-stained heart sections from C57BL/6J and Slit2-Tg mice. (**D**) Heart weights and the ratio of the heart weight to the tibia length for C57BL/6J and Slit2-Tg mice. n = 5 mice per group. (**E**) Representative B-mode images (upper), and M-mode images (lower) of C57BL/6J and Slit2-Tg hearts. (**F-H**) Cardiac function of ejection fraction (EF%), fraction shortening (FS%) and cardiac output (CO) of Slit2 mice. n = 9 mice per group. The data are presented as the means ± SEM, *P < 0.05 vs. C57BL/6J (unpaired Student’s t-test).

**
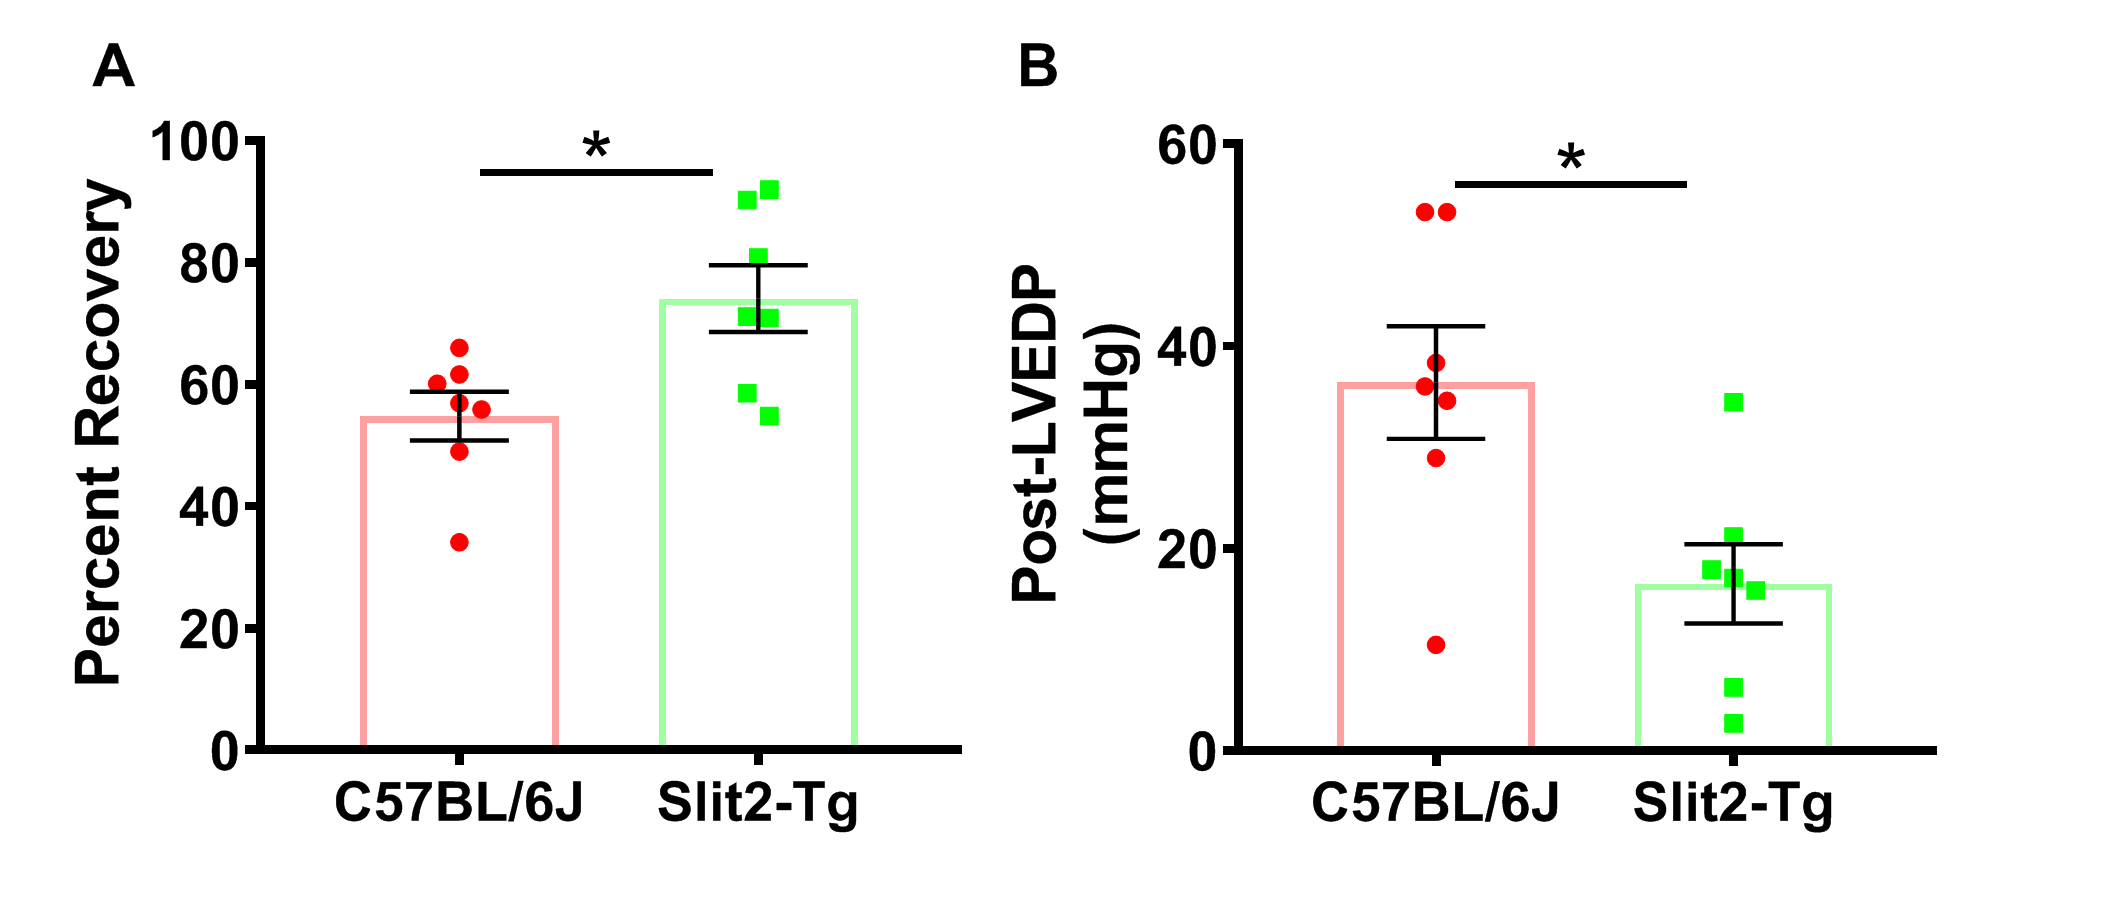
**

**Supplementary figure 2. Effects of Slit2 on post-IR cardiac function.** (**A**) Percent recovery of LVDP in post-IR C57BL/6J and Slit2-Tg hearts, (**B**) LVEDP at the end of reperfusion in C57BL/6J and Slit2-Tg hearts. n = 7 mice per group. All data are presented as the means ± SEM. *P < 0.05 vs. C57BL/6J (unpaired Student’s t-test).

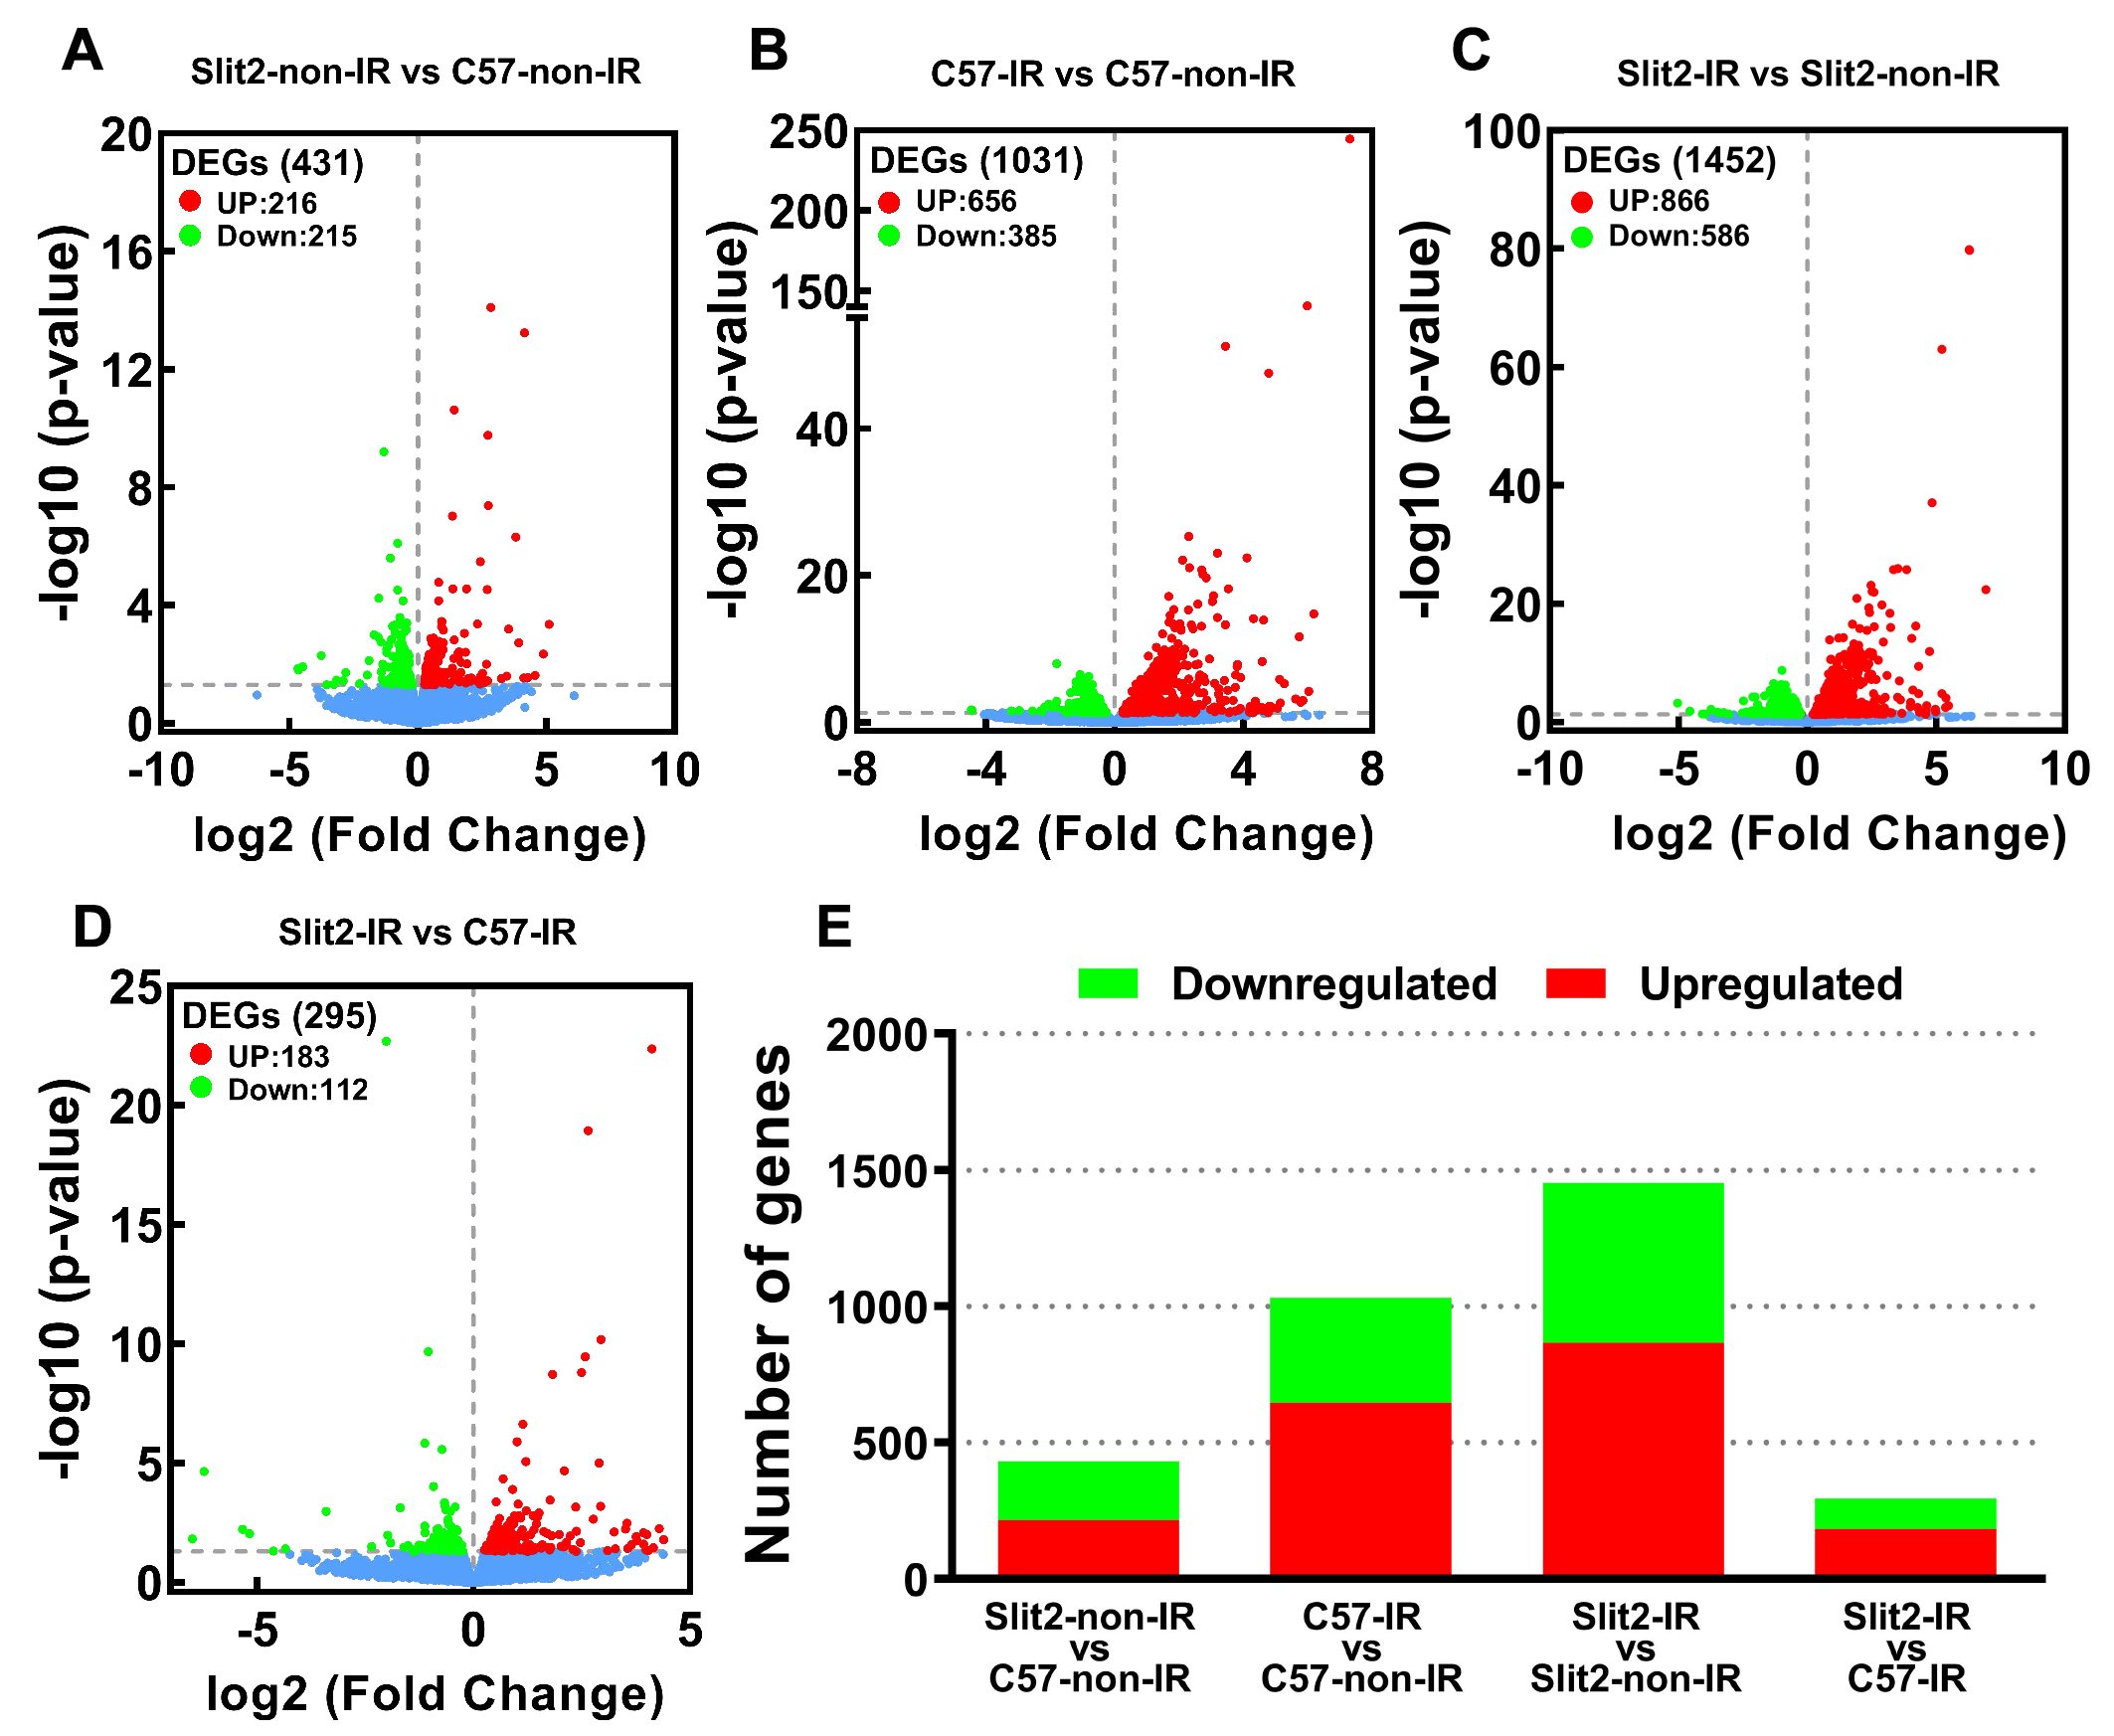

**Supplementary figure 3. Differentially expressed genes (DEGs) of Slit2-non-IR vs. C57-non-IR, C57-IR vs. C57-non-IR, Slit2-IR vs. Slit2-non-IR, and Slit2-IR vs. C57-IR.** The overall distribution of DEGs (fold change > 0 and p-Value < 0.05) is reflected by the Volcano plot. The X-axis represents the changes in gene expression in different samples, and the Y-axis represents the statistical significance of the difference in gene expression. The upregulated genes are shown in red, and the downregulated genes are shown in green. The distribution of DEGs between Slit2-non-IR vs. C57-non-IR samples (A), C57-IR vs. C57-non-IR samples (B), Slit2-IR vs. Slit2-non-IR samples (C), and Slit2-IR vs. C57-IR samples (D). (E) Total number of up- and downregulated genes in each condition.

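With IR in Slit2-Tg hearts, 65 genes were higher and 12 lower at a Benjamini-Hochberg adjusted p under 0.05 in limma's test of Slit2-IR against Slit2-non-IR hearts, and 939 were higher and 771 lower at an unadjusted p under 0.05. With the replicate number as a block, 157 genes were higher and 37 lower at an adjusted p under 0.05, 194 in all. The values of the 2 groups did not overlap for 2587 genes (17.0%, against 10% by chance). Without Slit2-IR replicate 2 the adjusted count was 4 and without C57-IR replicate 1 it was 178. Hspa1b rose from 6.14 ± 5.03 to 748 ± 151 FPKM (SD, n = 3), a log2 fold change of 6.91 (standard error 0.38, limma adjusted p = 9.34e-06, range 2.35e-07 to 0.00350 across the alternative settings). Nr4a3 (ENSMUSG00000028341, chromosome 4 from 48045153 to 48086447) rose from 0.666 ± 0.0970 to 24.9 ± 10.4 FPKM (SD, n = 3), a log2 fold change of 3.87 (standard error 0.35, limma adjusted p = 0.00143, range 0.000192 to 0.0156). The largest fall on the log2(FPKM + 1) scale was -1.35, in Gm37352 (standard error 0.21, limma adjusted p = 0.0255, range 0.0151 to 0.119). In limma-voom its log2 fold change was -2.07, and that of Gm5141, named after its values were seen, was -2.71.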

**Supplementary Table 1: Primer sequences used for RT-qPCR and Semi-qPCR.**

| **Gene** | **Forward** | **Reverse** |
| --- | --- | --- |
| ***Primers for RT-qPCR*** | | |
| **RasGRP1** | CAAGAAGCGCAAAGTGTCCC | ACTCAAGGTAGGTGAGGTGTTC |
| **Slamf7** | GCTCGTTTCTCAACGTACATCA | TGCTGTGACTGTTAGCTGACA |
| **Robo1** | AGTTTCAAGGAGCAGACAGTGA | CAGTCCCATTTCCATCATTCTT |
| **Robo2** | GGGTTACTACATCTGCCAGGCTT | AGGTGGAGGTCTATCTGTCAAAACAT |
| **Robo4** | CTCCTCGCTGTCATCCTTAGAG | GTGTCTCCTCCCCATCACTG |
| **GAPDH** | TGGATTTGGACGCATTGGTC | TTTGCACTGGTACGTGTTGAT |
| ***Primers for Semi-qPCR*** | | |
| **Slit2** | GCGAAGCTATACAGGCTTGAT | TGCAGTCGAAAAGTCCTAAGTTT |
| **GAPDH** | TGGATTTGGACGCATTGGTC | TTTGCACTGGTACGTGTTGAT |

**Supplementary Table 2: Echocardiographic analysis of Slit2-Tg and C57BL/6J mice in vivo.**

|  | **HR (beat/min)** | **CO (mL/min)** | **LVEF%** | **LVFS%** | **LVVd (µl)** | **LVVs (µl)** |
| --- | --- | --- | --- | --- | --- | --- |
| **C57BL/6J**  **(n = 9)** | 474.3 ± 10.78 | 15.47 ± 1.437 | 76.82 ± 2.362 | 44.94 ± 2.231 | 47.20 ± 3.626 | 10.99 ± 1.483 |
| **Slit2-Tg**  **(n = 9)** | 457.1 ± 14.54 | 15.36 ± 0.902 | 75.12 ± 2.019 | 43.14 ± 1.885 | 43.82 ± 2.083 | 10.93 ± 1.043 |

All data are presented as the means ± SEM. Key: HR, heart rate; CO, cardiac output; LVEF%, left ventricle ejection fraction; LVFS%, left ventricular shortening fraction; LVVd, LV volume at the end of diastole; LVVs, LV volume at the end of systole.

**Supplementary Table 3: List of DEGs in functional enrichment analysis in Fig. 3.**

**Supplementary Table 4: List of differentially expressed genes (****DEGs) in Venn diagram in Fig. 4.**

| ***Group/Genes (N)*** | ***List of DEGs*** |
| --- | --- |
| **Slit2-non-IR vs. C57-non-IR All / (431)** | *Plin1, Retn, Hamp, Tmem45b, Pcna-ps2, Gucy2e, Cfd, Akap2, Cidec, Ifi202b, Slc7a11, Vwc2, 1810041L15Rik, Fer1l6, Cyp2f2, Ripk4, Ccdc65, Tmem236, Selenbp2, Pah, Ctf2, Adipoq, Bex1, Hist2h4, Eif3j2, Col11a1, Fat2, Pck1, Kcnq5, Itpka, Elfn2, Gnat3, Hp, Gabra1, Fst, Pianp, Rs1, Efhc1, Klk1b26, Lrrc75b, Zfp969, Wdfy1, Hcn1, Rab4a, Pnpla3, Itih2, Rph3al, Stab2, C1qtnf6, Aldh3a1, Paqr6, Plekhh1, Rgs1, Pcdhga1, Kif5c, Glcci1, Irs1, Abca12, Scn3b, Gatm, Helt, Tmem52, Olfml2b, Bcl6, Armcx4, Gchfr, Cntn2, Neb, Ppp1r3b, Lilr4b, Aldh1l2, Cntn5, Sox9, Myoc, Stc2, Tmem150c, Rpl22l1, Abcd2, Glt8d2, Sorl1, Ano5, Pdlim4, BC067074, Pde3b, Rpusd2, Ppargc1b, Apod, Btbd11, A930018M24Rik, Best3, Fancl, 1110002E22Rik, Kbtbd13, Abi3bp, Prg4, Snx30, Prox1, Magi3, Klhl33, Ano4, Wdr70, Mme, Cd28, Psph, Kcnv2, Tmem179, Gja1, Camk2a, Ret, Echdc1, Magi2, Sh3rf2, Zfp106, Cdon, Tmcc1, Atm, Ypel2, Lum, Gpcpd1, Asap3, Pde1c, Cecr2, Col14a1, Sptb, Zfpm2, Vps13c, Mlh3, Gclm, Cpeb2, Igfbp5, Abat, Tmem87a, Kansl1l, Cacnb2, Adam19, Atg9a, Lonrf1, Tbx5, Asb15, Fktn, Tbx20, Gpr157, Sox6, Tmtc1, Gfra1, Fgf2, Dmd, Pcx, Sema4d, Ryr2, Kcnq1, Trabd2b, Tead1, mt-Atp8, Dennd4c, Ern1, Gata4, Zfp395, Gata6, Pard3b, Arhgap32, Dvl1, Plxna1, Cep350, Ppm1k, Cxcl14, Lama2, Fbxw7, Kcnj5, Raf1, Synpo2, Corin, Steap3, Strn, Xirp1, Il6st, Cxxc5, Raph1, Cobll1, Helz, Gpc1, Smad3, Tln2, Ncoa2, Atf7ip, Mef2c, Ep300, Cacna2d1, Kdm7a, Ankrd17, Qk, Rbm20, Agl, Rreb1, Alpk2, Ascc2, Map7, Pitrm1, Otud4, Ankhd1, Acadsb, Txlnb, Map3k5, Crhr2, Csdc2, Acox1, Pdk1, Kdm5c, Camsap1, Prnp, Ssh2, Map3k20, Ttc3, Kmt2c, Pbxip1, Ckap5, Gpx4, Fam162a, Abhd17a, Pfdn2, Mkl2, Bod1, Rps27l, Tubb4b, Egflam, Tuba4a, Rapgef2, Dgke, Gas2l1, Cyth3, Plxna2, Erlec1, Abcb1a, Rgs4, Hipk1, She, Plin5, Mcam, Galnt10, Prdm16, Actn4, Mylk, Mgll, Csrp1, Cdc42ep1, Rgs12, Rarg, Sec61g, Eif3j1, Tomm22, Atg101, Pck2, Gja4, Aqp7, Lgals1, Tmem200b, Fgfr3, Esam, Fam213b, Tinagl1, Gpr4, Ccdc32, Tbx2, Slc9a3r2, Nes, Ppp1r14a, Fbxl22, Adamts9, Btnl9, Fabp4, Cd300lg, Egfl7, Slc25a17, Kcnk6, Abcg2, Myl9, Mtmr10, Lrrc8a, Nxpe4, Sox18, Snu13, Ndufaf2, Ajuba, Robo4, Tspan17, Pdgfb, Hmgb1, Ccnd1, Lims2, Psmb5, Zfp697, Sh2d3c, Ndufaf1, Olfr1033, Uchl3, Plekhg2, Vtn, Dach1, Fam57b, Gimap8, Rasl10a, Zmat5, Smox, Mfap1b, Ccdc85a, Tmc6, Pde4c, DHRSX, Enho, Setdb2, Aurkaip1, Il17d, Arl4d, Arhgap27, Inafm2, 3632451O06Rik, Klhl2, Sox17, Ptprn, Tuba1b, Mgmt, Lrrc8c, Gck, Gpihbp1, C1qtnf12, Kcna5, Acta2, Dennd3, Atoh8, Cyb561, Zbtb16, Epha2, Hpcal1, Cd59a, Abi3, Klf10, Rpl41, Sema7a, Cdc42ep4, B4galt4, Mertk, Ttll7, Lfng, Ric3, Gimap1, Sema6b, Lpin3, Tmem88, Notch4, Ucp2, Haus3, Iqsec3, Colq, Adgrg1, Bcl2l1, Angptl4, Slc4a8, Dynlt1c, Mcf2l, Eef1akmt1, Hecw2, Fam117b, C1qtnf2, Scd4, Zkscan3, Eps8l1, Ccdc157, Rab27a, Rbp7, Plaur, Rpl3, Hspb3, Nmb, Ciart, Capza1, 8430408G22Rik, Casc4, Tusc5, 0610040J01Rik, Zfp772, Agap2, Hrct1, Aplp1, Micall2, Tcf15, Slc7a1, Mcpt4, Ltc4s, Gper1, Uchl1, Fam46b, Rtn4rl2, Map3k6, Tubb4a, Nutf2-ps1, Nrg2, Apobec3, Cnga3, Il20rb, Atcay, Ppp1r3e, Efcab7, 2210407C18Rik, Rapgef3, Clca3a1, Kcnmb1, Zfp429, Coro2a, Ang, Rasgef1c, Prps2, Sumo2, Ifi208, Hoga1, Gldc, Sptbn5, Cyp1a1, Sstr3, Cd59b, CN725425, Xlr3b, Fhad1, Xlr4a, Ddx4, Onecut3, Pax6, 4930555G01Rik, Hba-a2, St8sia5, S100a8, Cemip* |
| **C57-IR vs. C57-non-IR Down / (385)** | *Podxl, Gpt2, Ip6k1, Hip1, Adarb1, Plin4, Car8, Map4k3, Usf1, Inafm2, Limk2, Cbx7, Syde1, Zfp740, Wbp1l, Cxcl12, Epb41, Plin5, Trim25, Pald1, Snx33, Pgpep1, 2310011J03Rik, Map4k2, Rgs12, Ndst2, Mlxip, Zfp746, Fam160b1, Tnfsf10, Inpp1, Chd6, Egflam, Palm, Fzd6, Agrn, Tmem18, Cdc42ep1, Zbtb46, Slc35b4, Men1, Uchl3, Lifr, Slc9a3r2, Trim11, Hipk1, Fut11, Sigirr, Cbfa2t3, Klf3, Caskin2, 1110038F14Rik, Gtpbp8, Stard8, Cnnm3, Zfp970, Zfp606, Heg1, Abcc4, Pcdh1, Wdr24, Chst15, Adgrf5, Eml3, Arl14ep, Slc36a1, Max, Mthfsd, Gan, Prodh, Plcg1, Dab2ip, Znhit2, Nbeal2, C130074G19Rik, Pygo2, Lipe, Zfp949, Kdm5d, Golga1, Hyal2, Zfp276, Car4, Fam161b, Zfp398, Smarcd2, Taok2, Nr2f2, Gja4, Tia1, Klhl2, Zfp790, Eln, Papln, Knop1, Cd300lg, Il17rd, Rasal2, Ptprb, Vsir, Hand2, Abcg2, Dach1, Ptgs1, Fn3krp, Dusp7, Oraov1, Trim7, Xpa, Bmp6, Ppcs, Mkl2, Ints5, Rflnb, Npr3, Egfl7, Sh2d3c, Pck2, Xdh, Ttc14, Inf2, Trim12c, Trim21, Zfp729a, Sac3d1, Hspa12b, Lpcat1, Cbx6, Patz1, Ankrd9, Edc3, Slc4a8, Zfp629, Tprn, Tmem88, Rarg, Cd200, Csgalnact1, Bdh1, Commd5, Zhx3, Shprh, Amigo2, St6galnac2, Nav3, Dgke, Zbtb39, Zfp950, Sprtn, Gipc3, Zfp366, Ajuba, Mtmr10, Ston1, Gpihbp1, Ttll7, 9930111J21Rik2, Aqp7, Tmem82, Notch4, Thap7, Zbtb5, Trim2, Zfp952, Ephb4, Zfp526, Klf15, Tbx2, Gstt2, Glce, Zfp780b, Zfp319, Card10, Agap2, Prag1, Zfp958, Ap5b1, Dbndd2, Pik3r1, Mfsd7c, Rrnad1, Btnl9, Plekhf1, Apobec3, Zfp74, Sema7a, 4930578C19Rik, 0610030E20Rik, Ifi44, Ccnj, Adora2a, Slc35c1, Dok4, Osbpl7, Rnf169, Rapgef3, Zfp334, Smim1, Zbtb34, Thsd1, Trim45, Tctn1, Net1, Rasl10a, Trim12a, Zfp84, Def6, Ip6k3, Lims2, Zfp866, Adora1, Spock2, Map3k6, Rnf144b, Snrk, Zcchc3, Zfp646, Sertad3, Hrct1, Klf13, Fbxo46, Gja5, Zfp563, Zfp738, Zfp946, Kif26a, Trim56, Sft2d3, Zfp709, Paqr8, Zfp764, Gata2, Tnfaip8l2, Inip, Tril, Slc45a3, Tmem200b, Lmod1, Zfp35, Tigd5, B3gnt8, Cbx2, Hecw2, Lhx6, Zfp772, Nynrin, Arhgap27, Zfp11, Capn10, Zfp111, Sall2, Nhsl2, Jade2, Zfp809, Alkbh4, Alox12, Rsrp1, Gatsl3, Zbtb6, Zbtb16, Hps6, Zfp113, Zfp101, Mxd4, Zfp870, Tmem229b, Zfp112, Spaar, Vmac, Zfp595, Fam57b, Thrsp, Zfp825, St8sia6, Zfp60, Haus3, Hic1, Kbtbd11, Aplnr, Pdik1l, Smad6, Skida1, Pth1r, Osr1, Syn2, Exoc8, Fzd4, Slx1b, Acer2, Irx1, Spata2l, Homez, Disc1, Tmem267, Sox18, Kcna5, Zfp72, Tbxa2r, Zfp324, Bcl2l1, Arl10, Zfp12, Cngb1, Tmie, Fmo2, Zfp128, Lfng, Zfp189, Ankrd63, Tor4a, Hhipl1, Sptbn5, Zfp235, Lpin3, Nrg2, 2210407C18Rik, Kank3, Zfp953, Neurl1b, Gimap1, Zfp472, Sult1a1, Gdf10, Acot11, Clec1a, Dynlt1c, Irx2, Flt3l, Klhl42, Zfp39, Fam117b, Mmp28, Dclre1b, Itpripl1, Adam33, Zfp748, Wisp2, Tnfrsf25, Atoh8, Ltc4s, Tlr13, Ctu1, Tcf15, D930048N14Rik, Vsig2, Mcf2l, Peg12, Npy1r, 9130019O22Rik, Zfp87, Izumo4, Coro2a, Hif3a, Rnf152, Hbb-bs, Fkbp5, Adh1, Cyp2b10, Trim5, Zfp760, Vps37d, Hba-a1, Pbld1, Zfp763, 4931422A03Rik, Slco1a4, Fam46b, Doc2b, Zfp493, Mycbpap, mt-Nd3, Fam107a, Nrgn, Arrdc2, Lrat, Gabra1, 3830403N18Rik, Tmem240, Pdzd9, Degs2, Slc12a3, Galr2, Ccl28, S100a8, Spag6* |
| **C57-IR vs. C57-non-IR Up / (646)** | *Hspa1b, Adamts4, Plin1, Hspa1a, Hamp, Sln, Il6, Cxcl3, Olr1, Gjb4, Ptx3, Mybphl, Rxfp1, Ifnb1, Cfd, Csf3, Nr4a3, Nptx2, Cyp24a1, Cxcl10, Has1, Osr2, Hist1h4a, Acod1, Il1r2, Cidec, Il17f, Slc6a14, Il17a, Dcstamp, Selp, Sall3, Fgf23, Fam71a, Myl7, Edn2, Sele, Il1a, Tmem163, Dmkn, Krt8, Il1rn, Tnfaip6, Artn, Ccl4, Areg, Ildr1, Klf14, Nts, Serpina3f, Ch25h, Egr4, Dnajb1, Cxcl2, Car3, Hp, Zdbf2, Spic, Clec4e, Rnd1, Ccl3, Tnfsf11, Tnf, Foxj1, Plaur, Myc, Lipg, Hoxa5, Tnfsf18, Irs2, Thbs1, Arid5a, Acp5, Tnfaip3, Mcoln2, Atf3, Plek, Mmp13, Fst, Gadd45g, Ccl5, Rgs1, Arc, Rasgrp1, Krt18, Pdcd1, Pmaip1, Cd83, Slamf7, Hcar2, Gfap, Klf5, Epyc, Tnfsf9, Hmox1, Ereg, Bdkrb2, Socs3, Has2, Tnfrsf10b, Gadd45b, Nlrp3, Gdnf, Fosl2, Maff, Cxcl1, Nr4a2, Stmn4, Ccl2, Nfkbid, Zap70, Nppc, Gng4, Gem, Rgs16, Flrt3, Sphk1, Cxcl5, Bcl3, Zcchc5, Icam1, Hsp90aa1, Lif, Pck1, Frat2, Dusp2, Lilr4b, Pim1, Sbno2, Gdf15, Cmtm5, Ccl7, Gfpt2, Tlr2, Ppp1r15a, Ptgs2, Slc16a3, Fam46c, Casp4, Batf, Csrnp1, Il10, Apold1, Hbegf, Osm, Hsph1, Adamts1, Gpr132, Rasgef1b, Nfil3, Rasl11a, Akap12, Timp1, Fam167a, Il1b, Nfkbiz, Litaf, Marcksl1, Peg10, Stap1, Tgif1, Ifrd1, Ctla2b, Plau, Dnaja1, P2ry10, Ptpn22, Nfkbie, Ikzf4, Lilrb4a, Pde4b, Gprc5a, Phlda1, Cd69, Map3k8, Otud1, Ccno, Gla, Xirp1, Fosl1, Slc16a11, Bmp2, Fam84a, Ccl11, Dusp5, Plekho2, Abra, Ugdh, Tiparp, Gcc1, Sat1, Hspb1, Cbarp, Irf1, Procr, Itgad, Pfkfb3, Fgl2, Bcl2a1d, Slc25a25, Bhlhe40, Socs1, Tmem173, Serpinb8, Nr4a1, Junb, Plk3, Zc3h12a, Egr2, Tmem88b, Csf2rb2, Itpkc, Stx11, Sowahc, Serpine1, Chrna10, Pdpn, Zfp36, Il17ra, Lonrf3, Sertad1, Emp1, Dusp10, Nmrk2, Irf8, Tnc, Neurl3, Cebpd, Tnfrsf12a, Cd180, Samsn1, Trib1, Tnfaip2, Cdkn1a, Zfp948, Bcl6, Ackr2, Egr1, Ctgf, Cdr2, Dusp4, Prr7, Arl5b, Foxf1, Kcne4, B3galt2, Lag3, Ier5, Alkal2, Bdnf, Rcan1, Ier3, Btg1, Runx1, Wsb1, Arid5b, Cass4, Creb5, Bcl6b, Cyr61, Egr3, Timeless, Cfap43, Cldn5, Spty2d1, Rnf122, Gpr183, Nppb, Eif1a, Rel, F2rl1, Adamts8, Ccl24, Actg1, F830016B08Rik, Pde12, Inhba, Sdc4, Pcdh9, Zfand2a, Lrrc32, Tfpi2, Fam26e, Dnajb4, Fos, Btg2, Crem, Ripk3, Rasd1, Tgtp1, Slc15a3, Slc20a1, Rasl11b, Cd274, Rrad, Rnd3, Hcn1, Ccnl1, Mafk, Hilpda, Kif5c, H2-Q6, Rfx2, Arrdc3, Ctla2a, Fosb, Jun, Vcam1, Cited2, Kdm6b, Slc38a2, Birc3, Ier5l, Nupr1, Nedd9, Gas2l3, Cxcr4, Igtp, Loxl4, Relb, B4galt5, Iigp1, Jund, Ifi211, Cd14, Slc10a6, Dusp8, Gja1, Nnmt, Asns, Pxdc1, Ankrd23, Klf6, Pappa, Zbtb10, Plk2, Scml4, Tcf21, Bcr, Hspa2, Odc1, Dusp27, Osgin1, Il4ra, Hdc, Ripk1, Nov, Ifi207, Lcp2, Slc16a13, Kctd11, Cd24a, Sema4c, Fbxo30, Ngf, Serpinh1, Usp27x, Lmna, Utp14b, Itga5, Prdm1, Spin4, Rpl17, Sgms2, Asb4, Zswim4, Errfi1, Siah2, Ddit3, Fam46a, Fam107b, Cxcl9, Atf4, Pnrc1, Rlim, Hspa1l, Srxn1, H3f3b, Gadd45a, Actb, Pramef8, Trim16, Uap1, Slc2a1, Zfp36l1, Col5a3, Bambi, Isg15, H2-Q4, Coq10b, Plat, Slc5a3, Sox9, Tifa, Lhfpl2, Cnnm4, Azin1, Klhl40, Ptp4a1, Grrp1, Lrrn4cl, Bag3, Ier2, Hspa8, Sirt1, Pgf, Lox, Endou, Kctd12, H2-Q7, Myd88, Rhoc, Slc7a5, Efs, Tra2b, Nfkb2, Pgm1, Itgb8, Spry4, Fzd5, Ndnf, Nop58, Ptger4, Rassf1, Arl13b, Mapk6, Polr2a, Mxd1, Cd44, Srp54a, Wt1, Emd, Rnf19b, Rabgef1, Mest, Spry2, Arrdc4, Pvr, C5ar1, Rap1b, Gnai3, Lmcd1, Abi3bp, Dnaja4, Stat3, Cd55, Tsc22d2, Rab7b, Ifi204, Bach1, Btg3, Eva1a, Arl4c, Hspa5, Mmp14, AW011738, Elf1, Tubb6, Pi4k2b, Rela, Cbx4, C3ar1, Retreg1, Lima1, Frmd6, Bcar1, Tlr4, Ralgds, 1190002N15Rik, Ackr3, Sde2, Taf7, Irgm1, Rab20, Map3k14, 1810055G02Rik, Zbtb21, Upp1, Cep290, Col15a1, Flnc, Cwc25, Gbp2, Ldlr, Vwa1, Ccrl2, Sik1, Edn1, Zbtb2, Rpl22l1, Pcna, Bcl10, Zfand5, Ubc, Bmp2k, Mcl1, Ippk, Synpo2l, Impact, P4ha1, Fam43a, Hs3st1, Ednrb, Cxcl14, Clk1, Ptpn12, Hmgcr, Nes, Anxa1, Brd2, H2-K1, 3110082I17Rik, Ppp1r2, Ankrd1, Manf, Dnajb9, Tpm3, Osmr, Insig1, Enah, Epha2, B4galt3, 1110002E22Rik, Slc3a2, Hif1a, Impdh2, Sash1, Tppp3, Twf2, Icosl, Grasp, Ret, Prkab1, Arf4, Tbx20, Filip1l, Zfp326, Ppargc1b, F2r, Klhl41, Dedd2, Cyp51, Thbd, Midn, Vps37b, Jmjd1c, Tuba1c, Ptma, Srgn, Sdcbp, Pde3a, Ggct, Morf4l2, Med7, Noct, Pdlim1, Actr3, Myl1, Fbn1, Nfatc1, Eif4e, Txndc11, Col5a1, Lmod2, Tm4sf1, Lama4, Gata4, Zyx, Clic4, Rhbdf2, P2ry2, Adnp2, Ddx3x, Calr, Zbtb11, Peli1, Pspc1, Fndc1, Rbm24, Mid1ip1, Ccnt1, Ythdc1, Pqlc1, Lysmd3, Txnrd1, Nasp, Gclc, Ascc3, Nup98, Il13ra1, Hmgcs1, Ndel1, Zcchc6, Csf1, Ipmk, Lamb1, Hipk3, Fbxw7, Stip1, Ahsa2, Dpysl3, Hist1h1c, Rps6ka3, Cpeb4, Srf, Zfp703, Slmap, Top1, Homer1, Rsrc2, Gna13, Hsp90ab1, Tnxb, Katna1, Ywhaz, Rbm18, Gls, Cnot4, Smarca5, Hyou1, Bcor, Carnmt1, Golph3, Ets2, Lims1, Vasp, Mapre1, Cdc42ep3, Slain2, Kras, Slc25a36, Pgm5, Hspd1, Lamc1, Ccar1, Ptpn21, Hopx, Fasn, Arih1, Rhoa, Rgl1, Rpl23a, Rpl3, Ube2d3, mt-Co1, Rtn4* |
| **Slit2-IR vs. C57-IR Down / (112)** | *Aurkaip1, Cox7a1, Cnot6l, Klhl9, Rpl30, Cep83, Dnajc25, Smim4, mt-Co1, Ss18l2, Ublcp1, Eif2ak1, Ccm2l, mt-Nd2, Wdr77, Tnfsf10, St3gal5, Dusp18, mt-Nd1, Tomm22, Chp1, Eef1akmt1, Gbp9, Pde7a, N4bp2l2, Etfbkmt, Pcp4l1, Cd59a, Ednra, Prmt9, Ubc, Skap2, Acaca, Haus2, 1110034G24Rik, Zfp874b, Ppp1r3c, C2cd2, mt-Nd3, mt-Atp6, Sfi1, Amy1, Tnni3k, Ndufaf1, Gbp5, Rgs7bp, Mt1, Zmat5, Hjurp, Acot1, Adgre1, Frmd5, Tmem67, Rpl3, Prps2, Ccdc32, Cd274, Lrtm1, Slc25a17, H2-Q6, Dnajc17, Apobec3, Cd84, Nutf2-ps1, Ppargc1a, H2-Q7, Vwa3a, Ccl24, Srp54a, Irgm2, Zfp697, Gbp4, Uchl1, Capza1, Serpina3n, Mall, Cd59b, Itgam, Ccl6, Igtp, Zkscan3, Ccdc112, A930033H14Rik, Tmem88b, Ms4a6d, Hmgb1, Grin2c, Bnc2, 0610040J01Rik, Ifitm1, Mfap1b, Lrrc4c, Sstr3, Slamf7, Trpm2, Rasgrp1, Clca3a1, P2ry10, Crb1, A130051J06Rik, Lcn2, Hoxa1, Ager, Slc7a1, Cxcl13, Xlr4a, Il5, Zg16, Hba-a2, Sftpa1, Scgb1a1, Sftpc* |
| **Slit2-IR vs. C57-IR Up / (183)** | *Ccnb1ip1, Gdf7, Dpp6, Pcna-ps2, Oit3, Gabra1, Mfsd13b, Atp1a4, Ifi202b, Plppr5, Tnmd, Apol8, Cntn4, Pitx2, Nfasc, C1s2, Gabrb2, Cpne5, Bex1, Pvalb, Akap2, Ryr1, Eif3j2, Vwc2, Fer1l6, Syndig1, Dlgap1, Baiap2l2, Mgat5b, Slc7a11, Gcgr, Rab3b, Col11a1, Zfp969, Ckmt1, Edn2, 1810041L15Rik, C1qtnf6, Drd2, Pappa2, Casq1, Glcci1, Shank2, Tceal5, C530008M17Rik, Elfn2, Fgf10, Pcdhb13, D430019H16Rik, Slc51a, Wdfy1, Helt, Fam84a, Flrt1, Rnf17, Stab2, Sema6c, Nos1, Kif1a, Ripk4, Ankrd2, Npas2, Shisa2, Padi2, Shisa4, Cdkn2b, Rab4a, Rab15, Col8a2, Srgap3, Armcx4, Sfrp2, Kcna1, Frem2, Irx2, Col12a1, Myh7, Chd5, Cryba4, Cacna1g, Foxo6, Proser3, Crocc, Kcne1, Alad, Hdhd3, Sorl1, Gchfr, Wisp1, Ucp3, Olfml2b, Robo2, Irx5, Gdf10, Ankrd1, Gatm, Fstl3, Lad1, Abca4, Aldh1l2, Sept1, Ddr1, Capn3, Obsl1, Nrxn1, Loxl2, Disc1, B9d1, Neurl1a, Col15a1, Ift122, Col1a1, Pdgfrl, Sh3rf2, Slc2a10, Trim7, Col4a3, Pcdh17, Stc2, Lgi1, Gnb3, Hr, Prelp, Irs1, Itgb6, Asap3, Hspa1a, A930018M24Rik, Pak4, Ramp1, Dapk2, Lpin3, Epn3, Igsf1, Trip6, Camk2a, Plxnb1, Tmem150c, Col6a6, Lrfn4, Kcnq4, Col6a2, Nt5c1a, Irf2bpl, Acot11, Ppp1r10, Scn4b, Pla2g6, Ptpre, Trp53, Cux2, Arvcf, Rftn1, Gsg1l, Kcna7, Igdcc4, Fam20c, Btbd9, Kctd17, Mapt, Hcn2, Col5a1, Wisp2, Pcdhgc3, Dvl1, Phf5a, St6galnac4, Nol12, Tcf3, Itga9, Fubp3, Irf2bp2, Prnp, Slc16a2, Ascc2, Hspg2, Fads3, Taf6, Ddx18, Tsc22d4, Gnas, Trim8, Lama2* |
| **C57-IR vs. C57-non-IR Down + Slit2-non-IR vs. C57-non-IR All / (60)** | *Rasl10a, Dynlt1c, Tbx2, Hecw2, Ttll7, Hipk1, Notch4, S100a8, Ajuba, Zbtb16, Tmem200b, Haus3, Pck2, Egfl7, Dgke, Sox18, Rgs12, Agap2, Fam117b, Hrct1, Inafm2, Gpihbp1, Klhl2, Coro2a, Sema7a, Rarg, Lfng, Mkl2, Map3k6, Btnl9, Cdc42ep1, Zfp772, Slc4a8, Egflam, Lims2, Aqp7, Tcf15, Plin5, 2210407C18Rik, Uchl3, Mtmr10, Nrg2, Dach1, Slc9a3r2, Tmem88, Abcg2, Rapgef3, Fam46b, Sh2d3c, Bcl2l1, Cd300lg, Gimap1, Sptbn5, Atoh8, Mcf2l, Kcna5, Gja4, Ltc4s, Arhgap27, Fam57b* |
| **Slit2-IR vs. C57-IR Up + Slit2-non-IR vs. C57-non-IR All / (36)** | *Bex1, Zfp969, Ifi202b, Wdfy1, Ripk4, Olfml2b, Lama2, Eif3j2, Sorl1, Elfn2, A930018M24Rik, Tmem150c, 1810041L15Rik, Irs1, Prnp, Gchfr, Stab2, Fer1l6, Aldh1l2, Sh3rf2, Dvl1, Col11a1, Gatm, Camk2a, Armcx4, Glcci1, Stc2, Slc7a11, C1qtnf6, Vwc2, Pcna-ps2, Asap3, Akap2, Ascc2, Helt, Rab4a* |
| **C57-IR vs. C57-non-IR Up + Slit2-non-IR vs. C57-non-IR All / (27)** | *Hcn1, Nes, Sox9, Ret, Abi3bp, Fst, Pck1, Lilr4b, Ppargc1b, 1110002E22Rik, Cidec, Kif5c, Cfd, Gata4, Tbx20, Hamp, Plin1, Rpl22l1, Bcl6, Plaur, Rgs1, Hp, Fbxw7, Gja1, Cxcl14, Epha2, Xirp1* |
| **Slit2-IR vs. C57-IR Down + Slit2-non-IR vs. C57-non-IR All / (23)** | *Mfap1b, Uchl1, Cd59a, Cd59b, Xlr4a, Hba-a2, Hmgb1, Slc7a1, 0610040J01Rik, Aurkaip1, Zfp697, Zkscan3, Nutf2-ps1, Zmat5, Sstr3, Tomm22, Prps2, Eef1akmt1, Clca3a1, Capza1, Ccdc32, Ndufaf1, Slc25a17* |
| **Slit2-IR vs. C57-IR Down + C57-IR vs. C57-non-IR Up / (12)** | *mt-Co1, P2ry10, Tmem88b, Igtp, Rasgrp1, Cd274, Slamf7, Srp54a, Ubc, H2-Q6, Ccl24, H2-Q7* |
| **Slit2-IR vs. C57-IR Up + C57-IR vs. C57-non-IR Down / (6)** | *Gdf10, Disc1, Irx2, Acot11, Trim7, Wisp2* |
| **Slit2-IR vs. C57-IR Up + C57-IR vs. C57-non-IR Up / (6)** | *Col15a1, Fam84a, Edn2, Ankrd1, Col5a1, Hspa1a* |
| **Slit2-IR vs. C57-IR Up + C57-IR vs. C57-non-IR Down + Slit2-non-IR vs. C57-non-IR All / (2)** | *Gabra1, Lpin3* |
| **Slit2-IR vs. C57-IR Down + C57-IR vs. C57-non-IR Down / (2)** | *Tnfsf10, mt-Nd3* |
| **Slit2-IR vs. C57-IR Down + C57-IR vs. C57-non-IR Down + Slit2-non-IR vs. C57-non-IR All / (1)** | *Apobec3* |
| **Slit2-IR vs. C57-IR Down + C57-IR vs. C57-non-IR Up + Slit2-non-IR vs. C57-non-IR All / (1)** | *Rpl3* |

How the deposited data were processed for this re-analysis (not part of the article)

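RNA was measured in 12 mouse heart libraries, 3 each from C57-non-IR, C57-IR, Slit2-non-IR and Slit2-IR hearts. The sample labels give the genotype, and non-IR or IR was read from the letters of each label against the 4 groups in the methods. The replicate numbers are those of the labels. All 3 same-numbered pairs of libraries deviated together from their group means in Slit2-IR against C57-IR hearts (correlations of 0.154 to 0.362) and in Slit2-IR against Slit2-non-IR hearts (0.142 to 0.295), each over 0.1, and 2 of 3 pairs did so in each of the other comparisons. The pairing rests on these correlations, since the labels name no shared litter, day or batch. For the first 2 comparisons, values with the replicate number as a block are given where they change the call of a named gene or a set or move a count by over 1.5 times. The values deposited by the authors are FPKM per gene and library, made from mapped paired-end reads, with Ensembl gene identifiers, symbols, gene types, gene lengths and GRCm38 coordinates. The aligner, the counting tool, the annotation release and the use of strand are not named in the paper's text. Overlapping and antisense genes are therefore uncertain, as are genes with near-identical copies. FPKM multiplied by gene length was a whole multiple of a library's step for 100% of values. The steps were inversely proportional to median-of-ratios size factors, with a relative spread of 5.82e-12. The libraries were thus normalized together before deposit, and the reads on each gene could be recovered to give the depth. There were 0 per-library columns that were not used.

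Recovered reads on genes ranged from 16601154 to 24841291 per library. FPKM is not a count, so the main test was limma's moderated test with a variance trend on log2(FPKM + 1), with the 4 groups fitted together and no covariate. The design written beforehand named a count test for deposited counts and this test for normalized values, and the second applied. Fold changes on this scale understate the change of low genes. Tested genes, 15258 in number, had the equivalent of 10 reads of the median library in at least 3 libraries and at least 15 reads in total. Adjusted p-values are Benjamini-Hochberg values over the tested genes of a contrast, with a threshold of 0.05, and counts at the same unadjusted threshold stand beside them. The contrasts were the 4 pairwise comparisons of the study, the interaction of Slit2 and IR, and the mean difference of Slit2-Tg from C57BL/6J hearts. Lists of inflammation, interferon-gamma, contraction and collagen genes were tested with camera at a correlation of 0.01, with fry and with an estimated correlation. Lists of lung, adipose, atrial, skeletal muscle and blood genes were summed per library. Binomial tests of these lists were not in the design written beforehand. Comparisons of single values used two-sided exact permutation tests, whose smallest p-value for 3 against 3 is 0.1.

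Genes were named by a rule, which selected 407. It took every gene that the paper names for the RNA sequencing data, genes of the proteins it measured, the genes of its Supplementary Table S3 terms, the genes of the lists above, and per contrast the 3 largest rises and 3 largest falls among genes with an adjusted p under 0.05 whose groups did not overlap. Other genes named, such as those past the adjusted threshold outside the paper's lists, were chosen after their values were seen. The rule, the groups, the lists, the tests and most alternatives were set before the data were examined. The alternatives were a pseudocount of 0.1 in place of 1, no filter beyond 1 read, at least 10 reads in every library, a fit of only the 6 libraries compared, the replicate number as a block, TMM scaling (written beforehand as the main scaling for counts, and used as the alternative because the deposited values already carried median-of-ratios scaling), and leaving out each of the 12 libraries in turn. Robust prior variance, limma-voom on the recovered reads, list means per library with their interaction, a permutation of the replicate numbers, their check in each comparison, the genes of the paper's terms and the wider sets for the test of gene positions were added after the data were seen. The fit was tested on simulated reads, of which 15200 genes passed the filter. The 200 changed genes had a mean of at least 50 reads and were changed 4-fold. The fit recovered 187 of them (93.5%) with 15 false calls. Between unchanged groups it made 1 call, with 5.03% of genes at an unadjusted p under 0.05. The simulated libraries shared no batch. The result therefore does not cover changed genes with few reads, smaller changes or libraries that deviate together. Supplementary Table S4 was read from the paper's supplement with 431, 385, 646, 112 and 183 genes in its lists, as many as the paper gives. Metascape's enrichment was not repeated, since its term memberships were not used here. Srp54a has 2 identifiers and was left out of counts by gene symbol. Values of 1 gene that the paper names are not reported here, and it enters only summaries over groups of genes. Versions were R 4.3.3, limma 3.58.1, Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.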

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

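The test of pseudogenes and the comparison of gene positions in this part were chosen after the results were seen. The design written beforehand fixed the list of atrial genes and its sum per library, without a test. The library that the atrial test asks about was named after values were seen.

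Genes past an adjusted p of 0.05 that are in none of the paper's gene lists are given first, for the comparisons with a list in Supplementary Table S4. Slit2-IR against Slit2-non-IR hearts have no such list, so genes of that comparison are not given here. In Slit2-non-IR against C57-non-IR hearts these were the pseudogenes Rpl3-ps1 (log2 fold change 1.77), Gm10175 (0.95) and Gm3650 (2.76), each with a limma adjusted p of 0.0252. In Slit2-IR against C57-IR hearts they were Rpl3-ps1 (1.86, limma adjusted p = 0.0104), Gm3650 (2.75, 0.0175) and AC154767.3 (1.59, 0.00441), also a pseudogene. Gm3650 was at least 35.0-fold higher without IR, or at least 19.2-fold without Slit2-non-IR replicate 1, and at least 29.8-fold higher with IR, and its fitted values are not bounds. It ends on chromosome 18 at 43475169, close to Eif3j2, which starts at 43475418 and rose from 1.35 to 6.74 FPKM without IR and from 1.06 to 6.69 with IR. Rpl3-ps1 rose while its parent Rpl3 fell, from 47.6 to 29.3 FPKM without IR and from 57.4 to 36.8 with IR. Among the 92 genes with an unadjusted p under 0.05 in the same direction in both comparisons of Slit2-Tg with C57BL/6J hearts, 20 were pseudogenes (21.7%), against 4.52% of the other tested genes (Fisher's exact test, p = 5.59e-09). A candidate explanation is that reads of a gene whose sequence differs in the Slit2-Tg line map to a copy. A difference of the line itself, such as a change in these loci carried with the transgene, stays open and was not tested for single genes, and the design holds no other Slit2-Tg line.

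In C57-IR against C57-non-IR hearts, the higher genes outside the paper's lists were Mir212 (log2 fold change 2.36), Gm10382 (1.64), G530011O06Rik (0.98), Gm18194 (0.58) and Gm5124 (0.31), with limma adjusted p-values of 0.0455, 0.0144, 0.0231, 0.0420 and 0.0280. Mir212 was at least 3.67-fold and Gm5124 at least 4.60-fold higher, each against C57-non-IR libraries with at most 3 reads. Gm10382 rose from 1.17 to 5.92 FPKM, G530011O06Rik from 0.456 to 1.87 and Gm18194 from 0.272 to 0.895. Mir212 and Gm5124 had at most 17 reads in any C57-IR library, and Mir212 spans 91 bp, so its reads are no measure of the mature microRNA. Gm18194 and Gm5124 are pseudogenes, whose reads can belong to a copy. Across the alternative settings the adjusted p-values ranged up to 0.195 for Mir212, 0.0959 for Gm10382, 0.137 for G530011O06Rik, 0.166 for Gm18194 and 0.137 for Gm5124. F630028O10Rik, annotated as antisense RNA on chromosome X, was the gene outside the lists that fell, from 0.736 to 0.0584 FPKM (log2 fold change -0.71, limma adjusted p = 0.0230, range over the alternatives 0.00787 to 0.116), with 29, 48 and 58 reads in C57-non-IR and 0, 7 and 5 in C57-IR libraries. Reads of Gm10382 and F630028O10Rik are uncertain, since the use of strand is not stated. In Slit2-Tg hearts Gm18194 had 0.930 ± 0.0818 FPKM without IR and 0.677 ± 0.120 with IR (SD, n = 3). Its rise with IR was thus seen in C57BL/6J hearts only. The means of Mir212, Gm10382, G530011O06Rik and Gm5124 were higher and that of F630028O10Rik lower with IR in Slit2-Tg hearts too. IR is the biological difference that the design gives, and no technical explanation was tested for these genes.

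The summed FPKM of the 12 genes of the atrium list was 1863.98 in Slit2-IR replicate 1, against 42.6 to 267 in the other 11 libraries, the highest of which was C57-IR replicate 2. Myl7 (1049 FPKM), Sln (262), Nppa (205) and Myl4 (134) made up most of it. Myl7, Sln and Nppa had been seen beforehand, so the test used the other genes of the list with at least 10 reads. All 8 had their highest value of the 12 libraries in Slit2-IR replicate 1 (exact binomial test, p = 2.33e-09, with the genes not independent of each other). Stard10, Dkk3 and Tbx5 are also expressed in the other libraries. These values are consistent with more atrial tissue in the piece of heart that gave this library. IR and Slit2 do not account for them as a group effect, since the other 2 Slit2-IR libraries had sums of 125 and 83.8. A change of atrial genes within the ventricle of this single heart cannot be excluded from the values here.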

How the results depend on the processing

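The robust prior variance, limma-voom, the unadjusted position test, the unadjusted overlap, and the permutation of replicate numbers with their check in each comparison were chosen after the results were seen. Alternatives that needed a count model (a Wald test, another size factor and a robust fit in count packages, and the overlap from them) were not run, because the deposited values are FPKM. Scaling by TMM moved a library by at most 0.0121 on the log2 scale, and the 4 comparisons had 6, 61, 81 and 7 adjusted genes under it.

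At an adjusted p under 0.05, Slit2-non-IR against C57-non-IR hearts gave 6 genes, 10 with a pseudocount of 0.1, 11 with no filter, 3 with at least 10 reads in every library, and from 1 (without any single C57-non-IR replicate) to 14 (without Slit2-IR replicate 3) across the 12 fits that each left out a library. Its 485 genes at an unadjusted p became 1016 with no filter. C57-IR against C57-non-IR hearts gave 67 genes, 7 with no filter, 9 in the fit of only the 6 libraries compared, 32 with limma-voom, and from 3 (without C57-non-IR replicate 2, C57-non-IR replicate 3 or C57-IR replicate 3) to 254 (without C57-IR replicate 1). Slit2-IR against Slit2-non-IR hearts gave 77 genes, 19 with no filter, 121 with limma-voom, and from 4 (without Slit2-IR replicate 2) to 178 (without C57-IR replicate 1). Slit2-IR against C57-IR hearts gave 7 genes, 3 with at least 10 reads in every library, 4 in the fit of 6 libraries, and from 4 (without C57-IR replicate 1, C57-IR replicate 3 or Slit2-IR replicate 1) to 12 (without Slit2-IR replicate 2). Its 482 genes at an unadjusted p became 928 with no filter and from 315 (without Slit2-IR replicate 1) to 797 (without Slit2-IR replicate 2). The interaction gave 0 genes, 4 with no filter, and from 0 to 1 across the left-out libraries. Its 282 genes at an unadjusted p became 674 with no filter and from 175 (without Slit2-non-IR replicate 2) to 447 (without Slit2-non-IR replicate 3). The 68 genes shared with the paper's lists at an adjusted p became 13 with no filter, 38 with limma-voom, 1191 at an unadjusted p, and from 8 (without any single C57-non-IR replicate or C57-IR replicate 3) to 231 (without C57-IR replicate 1). With no filter, more genes with few reads enter the adjustment and the variance trend, and fits of fewer libraries estimate the spread from fewer values. For the other changes the cause was not tested.

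For the intersection up with IR and down with Slit2, 0 genes at an adjusted p became 1 with no filter, and from 0 to 1 across the left-out libraries. Its 35 genes at an unadjusted p became 21 with a pseudocount of 0.1, 165 with no filter, 16 with at least 10 reads in every library, 16 in the fits of 6 libraries, and from 19 (without C57-non-IR replicate 2) to 158 (without C57-IR replicate 1). The opposite intersection of 36 genes ranged from 18 to 65 over the same pair of fits and stayed within 1.5 times under the other alternatives, and its 0 genes at an adjusted p stayed at 0 throughout. The cause was not tested. Of the 12 set tests, camera called 6, fry 0, camera with the correlation estimated 0, and from 3 (without C57-IR replicate 2) to 8 (without C57-IR replicate 1) were called across the left-out libraries.

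Several set tests changed direction when a library was left out. The inflammation list in Slit2-IR against C57-IR hearts, lower in Slit2-IR hearts, had camera p-values from 1.76e-12 to 0.486 across the left-out libraries and reversed without C57-IR replicate 2 (0.000598). Contraction ranged from 5.44e-05 to 0.930 and reversed without C57-IR replicate 3 (0.0929) and Slit2-IR replicate 1 (0.155). Without IR, inflammation ranged from 0.000256 to 0.579 and reversed without C57-non-IR replicate 1, Slit2-non-IR replicate 2 (0.489) and Slit2-non-IR replicate 3 (0.551). Interferon-gamma ranged from 0.000704 to 0.642 and reversed without Slit2-non-IR replicate 1. Contraction ranged from 0.0328 to 0.654 and reversed without Slit2-non-IR replicate 1 (0.589). Collagen ranged from 0.0220 to 0.678 and reversed without C57-non-IR replicate 1 (0.453) and Slit2-non-IR replicate 3 (0.259). For the interaction, inflammation ranged from 6.94e-13 to 0.239 and reversed without C57-IR replicate 2 (0.0289). Interferon-gamma ranged from 6.24e-12 to 0.495 and reversed without the same library. Contraction, at 0.864, reversed with fry (0.971) and ranged from 0.0120 (without C57-IR replicate 1, reversed) to 0.994 (without Slit2-IR replicate 2, reversed), and it also reversed without C57-non-IR replicate 2 (0.788), C57-non-IR replicate 3 (0.840), Slit2-non-IR replicate 1 (0.240) and Slit2-IR replicate 3 (0.170). The causes were not tested.

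Of genes, the log2 fold change of Slit2 in Slit2-IR against C57-IR hearts (0.08) ranged from -0.15 (without Slit2-IR replicate 2) to 0.22 and was -0.0812 with limma-voom. Robo1 in Slit2-IR against Slit2-non-IR hearts (-0.02) ranged from -0.0848 to 0.0442. Robo4 in C57-IR against C57-non-IR hearts (-0.18) ranged from -0.341 to 0.0453 (without C57-IR replicate 1), and in Slit2-IR against C57-IR hearts (0.07) from -0.16 (without C57-IR replicate 1) to 0.25. The level of Slit2 in Slit2-non-IR hearts, 0.178 FPKM, was 0.187 on the scale of plain library size. The causes were not tested. In all, of the values of named genes under the alternatives, 1341 kept their direction and side of the threshold, 165 lost significance, 1 gained it and 9 reversed. Of the set tests 26 lost significance, 6 gained it and 19 reversed, and the rest kept both. The sums of the marker lists kept within the spread of their group in 80 of 80 values.

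The test of whether genes that differ between Slit2-Tg and C57BL/6J hearts lie near each other gave p = 1 for the 4 genes past an adjusted p in both comparisons (permutation of gene positions, one-sided), 0.0251 for the 20 genes of the mean difference, and 0.0001, the smallest value that 10000 draws can give, for the 92 genes at an unadjusted p in both with windows of 5, 2 and 10 Mb. The first set holds too few genes to show a grouping.

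Libraries with the same replicate number deviated together in part. The correlation of their deviations from the group means was over 0.1 in 15 of 18 pairs, with a median of 0.174 and a range of 0.0380 to 0.586, against 6 of 36 pairs and a median of -0.121 for libraries with different numbers. All 6 pairs numbered 1 were over 0.1. Over all 18 same-numbered pairs the mean correlation was 0.220. It was reached by 2 of the 216 ways to number the libraries within groups, the real one included (one-sided exact permutation test, p = 0.00926). A batch that follows the numbers is thus a candidate explanation, which the labels neither name nor exclude. Every pair was over 0.1 in the 2 comparisons of Slit2-IR hearts, and 1 of 3 pairs was below it in each of the others. With the replicate block, Slit2-non-IR against C57-non-IR hearts gave 2 genes, C57-IR against C57-non-IR hearts 171, Slit2-IR against Slit2-non-IR hearts 194, and 162 genes were shared with the paper's lists. Slit2-IR against C57-IR hearts gave 9 genes and the interaction 0 (402 at an unadjusted p), and the block called the same number of sets, 6. In the comparisons of Slit2-IR hearts, it moved the unadjusted calls of Slamf7 and Wisp2, leukocyte activation from 6 to 10 and the inflammation list from 1 to 3 genes at an unadjusted p, and the collagen list with the correlation estimated from 0.0612 to 0.0472 unadjusted, and it changed the call of no other gene or set with values given for them. The other counts given for these comparisons moved by at most 1.5 times, such as from 482 to 689 genes at an unadjusted p in Slit2-IR against C57-IR hearts, from 8 to 11 under collagen chain trimerization and from 4 to 6 in the collagen list.

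Depth limits the genes with few reads. Rasgrp1 had 0 to 23 reads per library and Slamf7 4 to 137, and the rank of their Slit2 effect among the 17 genes changed from 17 to 1 and from 10 to 3 with limma-voom.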

Differences from the paper's values

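At an adjusted p under 0.05, each count was below the paper's. In C57-IR against C57-non-IR hearts 8 genes were lower against the paper's 385 and 59 higher against the paper's 646. In Slit2-IR against C57-IR hearts 2 were lower against the paper's 112 and 5 higher against the paper's 183. In Slit2-non-IR against C57-non-IR hearts 6 genes differed against the paper's 431, and in Slit2-IR against Slit2-non-IR hearts 77 against about 1500 in Fig. S3, read by eye. The intersection up with IR and down with Slit2 held 0 genes against the paper's 12, with 35 genes at an unadjusted p, and the opposite intersection 0 against the paper's 6, with 36 at an unadjusted p. None of the alternatives set before the data were examined closed any of these gaps. With the unadjusted cutoff, some counts came within 1.5 times the paper's. These were 693 genes higher in C57-IR than in C57-non-IR hearts and 272 higher in Slit2-IR than in C57-IR hearts. Likewise, 485 genes differed between Slit2-non-IR and C57-non-IR hearts and 1710 between Slit2-IR and Slit2-non-IR hearts.

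At an unadjusted p under 0.05, the cutoff as the methods word it, 674 genes were lower in C57-IR than in C57-non-IR hearts against the paper's 385. Without C57-non-IR replicate 3 (577) and without C57-IR replicate 2 (453) the count fell within 1.5 times the paper's, and none of the other alternatives set before the data were examined brought it there. In Slit2-IR against C57-IR hearts 210 were lower against the paper's 112, and the count was within 1.5 times with at least 10 reads in every library (153), without C57-IR replicate 3 (163) and without Slit2-IR replicate 1 (144), and with none of the others. The intersection up with IR and down with Slit2 held 35 genes against the paper's 12, and 16 both with at least 10 reads in every library and in the fits of only the 6 libraries compared, with no other alternative within 1.5 times. The opposite intersection held 36 against the paper's 6, and none of the alternatives closed that gap.

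The paper names Slamf7 and Rasgrp1 as the genes most affected by Slit2 after IR. By the size of the log2 fold change among the 17 genes with a single identifier, they were numbers 10 and 17, and Igtp was number 1 (-0.69). With limma-voom on the recovered reads, chosen after seeing the values, Rasgrp1 was number 1 and Slamf7 number 3. The paper lists mt-Co1, Slamf7, H2-Q6 and Ccl24 as higher with IR and lower in Slit2-IR than in C57-IR hearts, and Wisp2 the other way. They moved in these directions, and each missed an unadjusted p of 0.05 in at least 1 of the 2 comparisons. Slamf7 passed both with the replicate block and without C57-IR replicate 1, C57-IR replicate 3 or Slit2-IR replicate 2, H2-Q6 without C57-IR replicate 1, and Wisp2 in the fits of only the 6 libraries compared, with the replicate block and without Slit2-non-IR replicate 3. mt-Co1 passed both with the robust prior variance and with limma-voom, each chosen after seeing the values, and Ccl24 under none. An adjusted p under 0.05 was reached by Wisp2 for IR with the replicate block (limma adjusted p = 0.0451, range over the alternatives 0.0451 to 0.429) and by none of the other 16 genes in either comparison. The paper states that Slit2 lowered regulation of the inflammatory response in hearts without IR. That statement rests on a term enriched among the paper's lower genes, while the inflammation list fixed in advance is another set, tested in another way. The list had no clear direction there, with 28 of 46 genes higher, a median log2 fold change of 0.014 and a camera p of 0.466. Its direction reversed without C57-non-IR replicate 1, Slit2-non-IR replicate 2 or Slit2-non-IR replicate 3. It therefore neither backs nor contradicts the paper's statement.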

Other observations

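The tests of pseudogenes, of the 92 genes' positions, of other splits for these positions, of replicate numbers and of the splits that part same-numbered pairs were chosen after the results were seen. The shared C57-IR libraries, the marker lists and the other splits of the libraries were chosen before. For the marker lists the design written beforehand named sums per library and no test.

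Other splits of the 6 libraries of a comparison show how far grouping by chance reaches. With 10 splits of 3 against 3, the real one included, the share cannot fall below 0.1. For an adjusted p under 0.05, only the real split, 1 of 10, gave as many genes in each of the 4 comparisons. For an unadjusted p, 7 of 10 splits gave as many genes in Slit2-non-IR against C57-non-IR hearts, 8 of 10 in Slit2-IR against C57-IR hearts, and 1 of 10 in each comparison of IR with non-IR hearts. As small a camera p came from 8 of 10 splits for inflammation, 4 for interferon-gamma, 8 for contraction and 2 for collagen in Slit2-IR against C57-IR hearts, and from 8, 6, 5 and 10 without IR. In Slit2-IR against C57-IR hearts, 4 splits, the real one included, part all 3 same-numbered pairs. Of these, 1 gave as many genes at an adjusted and 2 at an unadjusted p (300 to 696 genes), and 3, 2, 2 and 1 as small a camera p for inflammation, interferon-gamma, contraction and collagen. The other 6 splits part 1 pair and gave 710 to 2021 genes at an unadjusted p. In Slit2-IR against Slit2-non-IR hearts, the real split alone of such 4 gave as many genes at either p, and the other 6 gave 616 to 1198 at an unadjusted p. For the interaction, 100 splits of genotype within non-IR and within IR hearts were drawn. At an adjusted p the observed count was 0, which all 100 splits reach by construction, so this decides nothing. As many genes at an unadjusted p came from 95, and as small a camera p from 64 for inflammation, 47 for interferon-gamma, 95 for contraction and 22 for collagen.

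For the intersections, 100 splits of the 12 libraries into 4 groups of 3 were drawn. At an adjusted p both intersections held 0 genes, which all 100 splits reach by construction. As many genes up with IR and down with Slit2 at an unadjusted p came from 72 splits, and for the opposite intersection from 58. Simulations in which Slit2 had no effect and the C57-IR libraries were shared gave as many genes in 62 and 67 of 100. Their medians were 65.5 and 79 against the observed 35 and 36, with ranges of 0 to 354 and 0 to 322. With neither IR nor Slit2 effect the medians were 32.5 and 30. The number of genes in each intersection at an unadjusted p thus needs no more than the sharing of the C57-IR libraries. Ranges this wide would hold many other counts too. The correlation across genes of the 2 sets of fold changes was -0.07. The simulations that kept the IR effect had a median of -0.27 (range -0.61 to 0.37), and 83 of 100 were as low as the observed value. Those with neither effect had a median of -0.50 (range -0.89 to 0.65). A regulation of single genes by Slit2 stays open, since these are tests of counts.

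All 11 of the paper's genes up with IR and down with Slit2 that have a single identifier were highest in C57-IR replicate 2. For the inflammation list this library lay at 1.23 and the other C57-IR libraries at 0.09 and 0.55, against 0.58, 0.66 and 0.34 in Slit2-IR hearts. In C57-IR replicate 2, Il1b had 9.91 FPKM, against 3.06 and 4.69 in the others. A hypothesis is that the lower immune signal of Slit2-IR hearts reflects a stronger response in this single C57-IR heart, and without it the inflammation list reversed (camera p of 0.000598, with a range of 1.76e-12 to 0.486 over the left-out libraries). This library also had the highest sum of the atrium list after Slit2-IR replicate 1, 267 FPKM. Myl7 (108 FPKM), Sln (19.5) and Myl4 (18.6) were second highest there, while Nppa and Tbx5, among others, were not. More atrial tissue in this piece of heart thus stays open. Whether such a difference in dissection bears on the immune genes was not tested, nor were injury and resident immune cells.

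The Slit2-Tg line was made with a human Slit2 cDNA in oocytes of C57 and CBA parents, so segments of the CBA genome might remain near each other in groups of genes. The 92 genes that differ at an unadjusted p in the same direction in both comparisons (6 more differ in opposite directions) formed 107 pairs within 5 Mb, against a mean of 23.0 in random draws of tested genes (one-sided permutation test, p = 0.0001, the smallest value the draws can give). The pairs numbered 67 against 11.6 within 2 Mb and 128 against 40.1 within 10 Mb. Of 100 splits of genotype, 8 gave as many genes, and 3 gave as large a share of pairs (2.56%, against a median of 0.403% in the other splits). The groups with the most genes were 11 of the 77 tested genes on chromosome 2 from 118745758 to 122611303 and 9 of 140 on chromosome 15 from 74093686 to 81360765. The latter holds Rpl3, and the former Eif3j1, whose FPKM was 9.36 in C57-non-IR and 7.21 in Slit2-non-IR hearts while its copy Eif3j2 rose from 1.35 to 6.74. Genes near each other also share regulation. In the paper's own lists, pairs within 5 Mb exceeded random draws for Slit2-non-IR against C57-non-IR (626 against 460, p = 0.001 in a one-sided permutation test, the smallest value its draws can give) and for Slit2-IR against C57-IR (75 against 31.3 lower and 124 against 73.7 higher), but also for the genes lower with IR in C57BL/6J hearts (650 against 394, same p), where no difference of genome is involved. The genes higher with IR gave 979 against 1050. A difference of genome, reads moving between copies, and an effect of Slit2 on neighbouring genes stay open.

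Lung genes among those the paper lists as lower in Slit2-IR hearts raised the question of lung tissue. Of 12 lung genes with enough reads, 7 had a lower mean in Slit2-IR than in C57-IR hearts (exact binomial test, p = 0.387), and the sum of the list ranged from 80.7 to 134 FPKM over the libraries. Most of the sum was Hopx, with 77.3 to 130 FPKM, so it says little on genes with few reads. Ager, Scgb1a1 and Sftpc had been seen beforehand and were not among the 12. In replicates 1, 2 and 3, Scgb1a1 had 0, 60 and 81 reads in C57-IR, 0, 1 and 1 in Slit2-IR, 0, 33 and 53 in C57-non-IR and 0, 124 and 1 in Slit2-non-IR hearts. Sftpc had 0, 40 and 53 reads in C57-IR, 0, 0 and 1 in Slit2-IR, 0, 35 and 37 in C57-non-IR and 0, 14 and 0 in Slit2-non-IR hearts. Sftpa1 had 0, 11 and 10 reads in C57-IR, 0 in each Slit2-IR, 0, 10 and 4 in C57-non-IR and 0, 7 and 0 in Slit2-non-IR hearts. Lung tissue in some libraries stays open. Of 11 skeletal muscle genes 7 had a higher mean in Slit2-IR hearts (exact binomial test, p = 0.274), with sums from 86.2 to 556, of which Acta1 made up most. Neither count decides for or against such tissue. The adipose list summed to 133 to 270 FPKM, of which Fabp4 made up most, with 87.1 to 222 FPKM, so its sum too says little on genes with few reads. In replicates 1, 2 and 3, Cfd had 0, 0.603 and 0.188 FPKM in C57-non-IR, 0.0621, 9.29 and 13.1 in C57-IR, 1.15, 5.41 and 5.61 in Slit2-non-IR and 6.52, 1.13 and 0.487 in Slit2-IR hearts, and Cidec, Adipoq, Plin1 and Retn were likewise highest in C57-IR replicates 2 and 3. The blood list summed to 1.47 to 49.3 FPKM. No pattern by group was tested for these lists.

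Slit2 itself (ENSMUSG00000031558, chromosome 5 from 47983138 to 48307733) had an FPKM of 0.195 ± 0.0233 in C57-non-IR, 0.243 ± 0.0348 in C57-IR, 0.178 ± 0.00799 in Slit2-non-IR and 0.350 ± 0.402 in Slit2-IR hearts (SD, n = 3). The last group held 0.153, 0.813 and 0.0847. The log2 fold change of Slit2-Tg against C57BL/6J hearts was -0.02 without IR (limma adjusted p = 1.00). The transgene is human cDNA, so the mouse gene need not count its transcripts, and these values do not measure the overexpression. The paper measured Robo1, Robo2 and Robo4 by RT-qPCR, without stating whether the sequenced hearts were among those used. In C57-non-IR, C57-IR, Slit2-non-IR and Slit2-IR hearts, the mean FPKM of Robo1 was 0.348, 0.410, 0.453 and 0.434. In the same order it was 0.0707, 0.0677, 0.100 and 0.125 for Robo2, and 12.1, 10.5, 8.87 and 11.0 for Robo4. Log2 fold changes of Robo1 were 0.06 with IR in C57BL/6J hearts and -0.02 with IR in Slit2-Tg hearts (limma adjusted p = 0.949 and 0.971). For Robo4 they were -0.18 with IR in C57BL/6J hearts and 0.07 between Slit2-IR and C57-IR hearts.

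Of 31 genes in the paper's terms lower in Slit2-IR hearts, 4 were also lower without IR at an unadjusted p, and of 53 in the terms higher in Slit2-IR hearts, 7 were also higher without IR. Hmgb1 and Slc7a1, lower in Slit2-IR hearts, lie on chromosome 5 from 149046702 and from 148327410, and their FPKM was lower without IR as well (5.50 against 7.60, and 2.44 against 4.20).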
